# Spatiotemporal dynamics of macrophage heterogeneity and a potential function of Trem2^hi^ macrophages in infarcted hearts

**DOI:** 10.1038/s41467-022-32284-2

**Published:** 2022-08-06

**Authors:** Seung-Hyun Jung, Byung-Hee Hwang, Sun Shin, Eun-Hye Park, Sin-Hee Park, Chan Woo Kim, Eunmin Kim, Eunho Choo, Ik Jun Choi, Filip K. Swirski, Kiyuk Chang, Yeun-Jun Chung

**Keywords:** Transcriptomics, Heart failure, Monocytes and macrophages, Conventional dendritic cells, Neutrophils

## Abstract

Heart failure (HF) is a frequent consequence of myocardial infarction (MI). Identification of the precise, time-dependent composition of inflammatory cells may provide clues for the establishment of new biomarkers and therapeutic approaches targeting post-MI HF. Here, we investigate the spatiotemporal dynamics of MI-associated immune cells in a mouse model of MI using spatial transcriptomics and single-cell RNA-sequencing (scRNA-seq). We identify twelve major immune cell populations; their proportions dynamically change after MI. Macrophages are the most abundant population at all-time points (>60%), except for day 1 post-MI. Trajectory inference analysis shows upregulation of *Trem2* expression in macrophages during the late phase post-MI. In vivo injection of soluble Trem2 leads to significant functional and structural improvements in infarcted hearts. Our data contribute to a better understanding of MI-driven immune responses and further investigation to determine the regulatory factors of the Trem2 signaling pathway will aid the development of novel therapeutic strategies for post-MI HF.

## Abstract (web summary)

Cellular composition and function are not clearly defined in heart failure after myocardial infarction. Here, using single cell and spatial transcriptomics in a MI-HF mouse model, the authors show that macrophages expressing Trem2 are found within the infarcts and this could be a useful biomarker.

## Introduction

With the technical advances and widespread adoption of cardiac revascularization strategies and guideline-directed medical therapeutic interventions, the age-standardized death rates and heart failure hospitalization rates after acute myocardial infarction (AMI) have been gradually declining^1,2^. However, the rate of recurrent events, including heart failure-associated hospitalization and death after myocardial infarction (MI) are still very high. Heart failure is a common condition among individuals who survived an MI attack, mainly due to adverse left ventricular remodeling^3,4^.

The ischemic injury following AMI induces the mobilization and recruitment of a diverse repertoire of innate and adaptive immune cells to the infarcted heart^5^. Of these, macrophages are critical for the clearance of infarcted tissues as well as for wound repair and remodeling processes^6^. Macrophages are broadly divided into M1 and M2 subtypes according to their in vitro construction; M1 macrophages express high levels of pro-inflammatory cytokines and promote a pro-inflammatory milieu, whereas M2 macrophages release anti-inflammatory cytokines and promote angiogenesis and wound healing. The balance between M1 and M2 macrophages during immune responses was defined as essential for effective healing and remodeling processes^6^. However, this dichotomous classification was obsolete, as in vivo environment of macrophages are more complex^7^. Therefore, a more precise evaluation is needed for accurate characterization of the dynamics of macrophage heterogeneity during the acute period of MI. Single-cell RNA-sequencing (scRNA-seq) allows the investigation of the transcriptional states of heterogeneous cell populations at a high resolution and has already been applied to non-myocyte cardiac cell populations of healthy mice^8^ and immune cell populations of mice hearts after MI^9–12^.

In this study, we perform spatial and scRNA-seq analyses of cardiac immune cells in a mouse MI model to investigate the spatiotemporal dynamics of MI-associated immune cells. We identify a macrophage subset, Trem2^hi^ macrophages, with anti-inflammatory characteristics, specifically dominant in the late-stage infarcted heart. Moreover, in vivo injection of soluble Trem2 leads to significant functional and structural improvements in infarcted hearts. Overall, our data may enable the identification of biomarkers and the development of therapeutic strategies for MI.

## Results

### Immune cell dynamics after MI

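Leukocytes carrying CD45, a surface phosphatase of blood cells, were sorted from mouse hearts, and the RNA of single cells was captured with the 10x Genomics 3′ v3 chemistry, in which every captured mRNA molecule receives a unique molecular identifier (UMI). There were 5 libraries, 1 each for the steady state and for days 1, 3, 5 and 7 after myocardial infarction (MI), so no time point was replicated and no test between time points was possible. The authors aligned the reads to the mouse genome build mm10 with Cell Ranger and deposited the UMI counts of all genes for 11040, 9687, 5925, 9898 and 10909 barcodes, in that order, after Cell Ranger's own filter of barcodes and without normalization. From these counts, barcodes were kept when their number of detected genes lay between the percentiles 2 and 98 of their library and at most 10% of their UMIs came from mitochondrial genes. The kept cells were log-normalized, integrated over the libraries by canonical correlation analysis in Seurat, reduced to 40 principal components (PCs) and grouped by Louvain clustering at a resolution of 1.4. Clusters were named by lists of marker genes. The level of a gene in a cell class is its UMI count summed over the cells of that class in 1 library, divided by all UMIs of those cells and scaled to 1000000 UMIs (CPM), with an exact Poisson interval. Changes are log2 ratios of these levels to the steady state, with exact conditional binomial intervals, and a gene was called higher or lower when it differed by at least 2-fold with an interval that excluded no change. Shares of cells have exact Clopper-Pearson intervals. All intervals are at 95% and cover counting error only, not differences between mice.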

To obtain a comprehensive landscape of immune cells after ischemic injury of the heart, we performed scRNA-seq on flow cytometry-sorted CD45^+^ leukocytes isolated from infarct and peri-infarct areas 1, 3, 5, and 7 days after the induction of MI in mice (Fig. 1a). CD45^+^ cells in the steady-state (before MI induction) were also used as a control for scRNA-seq. 

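After the limits on detected genes and mitochondrial UMIs, 40331 cells remained, with 7845 from the steady state, 8453 from day 1, 5222 from day 3, 9140 from day 5 and 9671 from day 7. The median cell held 3961 UMIs at day 1, when neutrophils, cells with little RNA, were the largest class. In the other libraries macrophages were the largest class. There the median cell held 7632 UMIs in the steady state and 17540.5, 16511 and 12181 at days 3, 5 and 7. Sequencing depth differed too, and the paper gives the most reads per cell for day 3. The kept cells of a library held between 61596378 and 173307620 UMIs in all. The mitochondrial limit alone removed 26.7% of the steady-state barcodes and 9.80%, 9.38%, 4.75% and 9.11% of those of days 1, 3, 5 and 7.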

A total of 33,977 cells captured after quality control filtering (steady-state: 6581 cells; day 1 post-MI [day 1]: 7363 cells; day 3 post-MI [day 3]: 4446 cells; day 5 post-MI [day 5]: 7271 cells; day 7 post-MI [day 7]: 8316 cells) were integrated, clustered, and visualized in uniform manifold approximation and projection (UMAP) plots using the Seurat R package^13^.

**Fig. 1:**
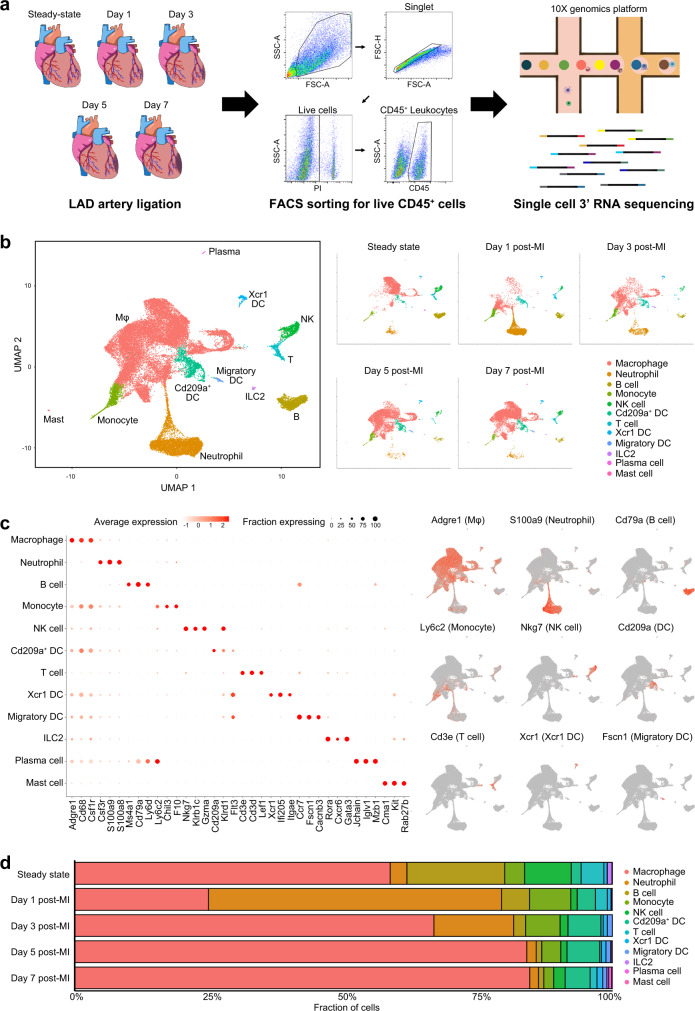
Time-dependent immune cell dynamics after myocardial infarction. **a** Graphical representation of the experimental setup. Experimental MI was induced in mice by the permanent ligation of the proximal portion of the left anterior descending artery (LAD). Samples were isolated from mouse hearts at days 0, 1, 3, 5, and 7 post-MI. Tissues were enzymatically digested and live CD45^+^ cells were FACS-sorted and loaded for scRNA-seq. **b** Two-dimensional uniform manifold approximation and projection (UMAP) visualization of the 33,977 cardiac CD45^+^ cells identified 12 broad cell types after unsupervised clustering. Each point represents a single cell; cell types are color-coded. **c** Left: dot plot of well-known cell-type-specific marker genes per cell type. The dot intensity (from white to red) represents the average expression value of all cells per cell type and the dot size represents the proportion of cells expressing the genes. Right: feature plot representing the expression levels of the selected cell-type-specific marker genes. **d** Bar plot representing the proportions of cells in each of the 12 broad cell types according to the time-point after MI. Source data are provided in the Source Data file.

To annotate cell clusters, the SingleR package^14^ was used to assess the expression of well-known cell-type-specific markers; a total of 12 broad cell clusters were defined within CD45^+^ cells (Fig. 1b). 

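Macrophage genes, among them complement C1q (C1qa, C1qb, C1qc) and the chemokine Pf4, named 12 of 35 clusters by their score, neutrophil genes (S100a8, S100a9, Retnlg) named 4, DC genes named 3 and monocyte genes named 2. A macrophage cluster of 3178 cells, which held 1457 of the 2170 macrophages of day 1, was led by Inhba and the monocyte genes Vcan and Chil3, and scored 0.284 for macrophages and 0.260 for monocytes. B cells (Cd79a, Ms4a1), NK cells (Gzma, Nkg7), plasma cells (Jchain, Mzb1) and group 2 innate lymphoid cells (ILC2: Gata3, Il1rl1) had 1 cluster each, and T cells (Cd3d, Trac) had 2. Kit and Rab27b, genes of mast cells, were among the leading genes of the ILC2 cluster of 141 cells, and no cluster of mast cells stood apart. Clusters led by genes of capillary endothelium (Fabp4, Gpihbp1; 245 cells) and of fibroblasts (Col3a1, Dcn; 157 cells) were removed, which left 39929 leukocytes. Macrophage genes stood beside genes of B cells in a cluster of 1731 cells, of T cells in 921 cells, of Cd209a DCs in 656 cells and of neutrophils in 423 cells, and these were left unnamed. Also unnamed were 1291 cells with a median of 1102 UMIs and 742 cells led by the iron exporter Slc40a1 and haem oxygenase Hmox1, where the platelet chemokine Ppbp was among the leading genes. The unnamed clusters held 14.4% of the leukocytes.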

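Macrophages, which clear dead cells and matrix debris, made up 56.2% of the leukocytes of the 5 libraries (22428 of 39929 cells, 95% interval 55.7 to 56.7). Csf1r, the receptor for colony-stimulating factor 1 (ENSMUSG00000024621, chromosome 18 of GRCm38, 61100598 to 61132149), stood at 1094 (1084 to 1105) CPM in steady-state macrophages and 72.7 in B cells. Its level was lower at day 1 (log2 ratio −1.87, interval −1.90 to −1.83) and was 744 CPM at day 7. The cluster led by Inhba held 1457 of 2170 macrophages at day 1 and 56 of 3781 in the steady state. Levels of these days thus compare different groups of macrophages. Adgre1, which encodes the surface protein F4/80, was at 496 CPM in the steady state, 99.7 at day 1 and 645 at day 7, against 41.2 in steady-state B cells. Cd68, a glycoprotein of lysosomes, rose instead, from 299 CPM to 775 at day 5 (log2 ratio 1.38, interval 1.35 to 1.40). In B cells of the steady state it was at 25.5.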

The most abundant cell population was macrophages (64.2% of total CD45^+^ cells); they highly expressed prototypical macrophage genes such as *Csf1r*, *Cd68*, and *Adgre1* (Fig. 1c and Supplementary Data 1). 

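Each class held its own genes in the steady state, in part by the naming, which used lists of such genes. Neutrophils carried 44962 CPM of S100a9 (ENSMUSG00000056071, chromosome 3 of GRCm38, 90692632 to 90695721) and 38012 of S100a8, the subunits of the calcium-binding protein calprotectin, and 6469.6 of the resistin-like gene Retnlg. B cells carried 2279.7 CPM of Cd79a, a chain of the B cell receptor, 1122 of Ly6d and 677 of Ms4a1, the gene for CD20. T cells expressed the CD3 chains Cd3d at 499.8 CPM and Cd3e at 400.1, and the transcription factor Lef1 at 570.5. In NK cells the granzyme Gzma reached 8124 CPM, Nkg7 2389 and the receptor Klrb1c 489. Monocytes, as 1 class, held Ace, the angiotensin-converting enzyme, at 479.8 CPM, Ly6c2 at 348 and Chil3 at 213, and at day 1 Chil3 stood at 5059 and Ace at 42.5. In macrophages of the steady state, Ms4a1 was at 9.02 CPM, Cd3e at 1.15 and Nkg7 at 3.90.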

Non-macrophage cell populations included three clusters of dendritic cells (DC: *Cd209*^+^ DC, *Cd209a* and *Flt3* enriched; *Xcr1* DC, *Xcr1* and *Itgae* enriched; and migratory DC, *Fscn1*, and *Cacnb3* enriched), monocytes (enriched genes: *Ly6c2*, *Chil3*, and *Ace*), neutrophils (enriched genes: *S100a8*, *S100a9*, and *Retnlg*), B cells (enriched genes: *Ms4a1*, *Cd79a*, and *Ly6d*), T cells (enriched genes: *Cd3e*, *Cd3d*, and *Lef1*), group 2 innate lymphoid cells (ILC2; enriched genes: *Rora*, *Cxcr6*, and *Gata3*), natural killer (NK) cells (enriched genes: *Nkg7*, *Klrb1c*, and *Gzma*), plasma cells (enriched genes: *Iglv1* and *Mzb1*), and mast cells (enriched genes: *Cma1* and *Kit*) (Fig. 1c and Supplementary Data 1).

In the steady-state, macrophages represented the largest cell population (58.7% of total CD45^+^ cells) in the mouse hearts, followed by B cells (18.2%), NK cells (8.6%), T cells (4.3%), monocytes (3.7%), and neutrophils (3.1%) (Fig. 1d and Supplementary Table 1); the other cardiac leukocyte populations occupied less than 3% in the steady state. 

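In the steady-state library, macrophages were 48.6% (3781 of 7774 cells, 95% interval 47.5 to 49.8) and B cells, the source of antibody-secreting cells, 15.5% (14.7 to 16.3). NK cells, which kill infected or stressed cells, were 5.76% (5.25 to 6.30), monocytes 3.81% (3.39 to 4.26) and T cells 3.72% (3.31 to 4.16), so that the intervals of monocytes and T cells overlapped. Neutrophils were 2.92% (2.56 to 3.32), DCs 2.20% (1.89 to 2.55) and ILC2 0.849%, and 3 plasma cells were found. Cells in unnamed clusters were 16.6% (15.8 to 17.5). At a mitochondrial limit of 5% the shares of B cells (4.50%) and T cells (2.46%) were lower and those of NK cells (9.08%), monocytes (6.41%) and neutrophils (5.94%) higher, with NK cells above B cells.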

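The share of macrophages was lowest at day 1, at 25.8% (2170 of 8406 cells, 95% interval 24.9 to 26.8). It was 60.3% (59.0 to 61.6) at day 3, 69.7% (68.7 to 70.6) at day 5 and 74.0% (73.1 to 74.9) at day 7, with no overlap between the intervals of successive time points. Without integration, the clusters held most of the monocytes/macrophages of day 1 under monocyte genes, and macrophages were 1.66% and monocytes 30.7% of the cells of that day. Unnamed clusters held 4.44% of the cells at day 1, 13.3% at day 3, 21.2% at day 5 and 15.7% at day 7. All of these clusters scored highest for macrophages. The rise of macrophages from day 5 to day 7 is therefore not separated from the fall in unnamed cells.

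**Figure D1:**
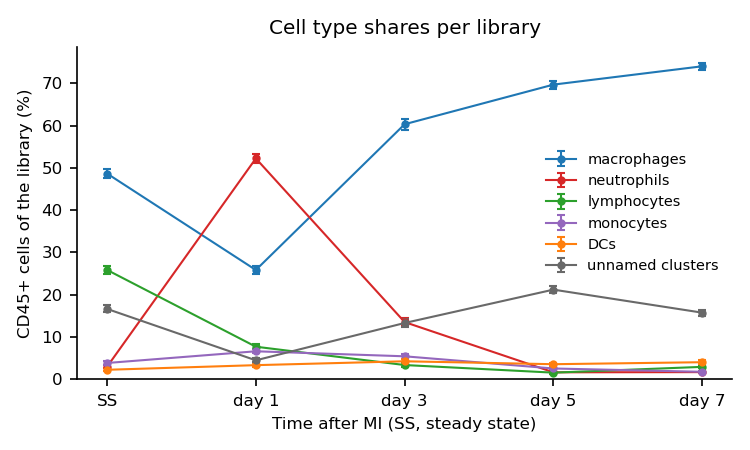
Share of each cell type among the leukocytes of a library, in percent, at each time point, with 1 library per time point and exact Clopper-Pearson 95% intervals for counting error. Macrophages drop to 25.8% at day 1, when neutrophils are the largest class.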

Interestingly, the proportion of macrophages drastically dropped at day 1 (24.9%) but then gradually recovered from day 3 (66.8%), reaching a peak on day 7 (84.0%) post-MI (Fig. 1d). 

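Neutrophils, phagocytes that release proteases and oxidants, held 52.2% (4389 of 8406 cells, 95% interval 51.1 to 53.3) at day 1, a share that exceeded that of every other class in that library. They were 13.5% (12.6 to 14.4) at day 3, 1.60% (1.35 to 1.88) at day 5 and 1.65% (1.40 to 1.93) at day 7. The intervals of days 5 and 7 overlapped, so no difference between them was detectable at this depth, and without integration the shares were 1.08% and 0.715%. S100a9 in these cells stood at 37128 CPM at day 1 and 17089 at day 3, and Retnlg was lower at day 3, at 386 CPM (log2 ratio −4.07, interval −4.17 to −3.96). The cluster led by Retnlg held 180 of 227 neutrophils in the steady state and 208 of 698 at day 3. The ratio thus compares different groups of neutrophils.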

On the contrary, the proportion of neutrophils increased steeply at day 1 (54.4%) and then decreased rapidly (14.8, 1.7, and 1.6% on days 3, 5, and 7, respectively), which was consistent with previous reports^12,15^. 

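Monocytes, as clustered apart from macrophages, were 6.58% (6.06 to 7.13) at day 1 and 5.39% (4.79 to 6.04) at day 3, then 2.51% (2.19 to 2.85) at day 5 and 1.72% (1.47 to 2.01) at day 7. Over this class Ly6c2 stood at 748 CPM at day 3 (log2 ratio 1.10, interval 1.00 to 1.21). The monocyte cluster led by Ace held 221 of 296 monocytes in the steady state and 71 of 279 at day 3. The ratio thus compares different mixes of cells. DCs, cells that carry antigen to T cells, were 3.30% (2.92 to 3.70) at day 1, 4.21% (3.68 to 4.80) at day 3, 3.52% (3.15 to 3.92) at day 5 and 3.99% (3.61 to 4.41) at day 7. These shares leave out the unnamed cluster with both macrophage and DC genes, and their intervals overlapped at all 4 days. With that cluster, chosen after seeing the data, DCs were 3.66%, 7.56% (6.85 to 8.31), 6.35% and 6.03%, with days 3, 5 and 7 above day 1. With 20 PCs they were 3.76% at day 1 and 6.73% at day 3.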

Monocytes were increased in the early phase of MI (days 1 and 3) and then decreased in the late phase of MI (days 5 and 7), while DCs were predominant at days 3 and 5. Lymphocytes (T cells, B cells, NK cells, and ILC2 cells), occupying 31.9% of total CD45^+^ cells in the steady state, decreased at day 1 and did not reach the steady-state values until day 7 post-MI. Collectively, scRNA-seq targeting cardiac leukocytes showed not only major cell populations but also minor populations, such as mast cells and DC subtypes; our data clearly show that the temporal dynamics after MI are different depending on the cell populations.

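B cells, T cells, NK cells and ILC2 together were 25.8% (2008 of 7774 cells, 95% interval 24.9 to 26.8) in the steady state, 7.66% (7.10 to 8.25) at day 1, 3.32% (2.85 to 3.85) at day 3, 1.52% (1.28 to 1.80) at day 5 and 2.89% (2.56 to 3.25) at day 7. B cells, with shares of 4.57%, 1.91%, 0.828% and 0.788% at days 1, 3, 5 and 7, accounted for most of the loss at the main limits. At a mitochondrial limit of 5% the sum was 17.0% in the steady state and 3.06% at day 1, and NK cells made up most of that loss. T cells were 1.99% at day 1 and 0.188% at day 5, and NK cells 0.904% and 0.221%. At day 7 T cells had risen to 0.599% (0.454 to 0.776). The cluster named ILC2 held Gata3 and the mast cell gene Kit and ranked as high for mast cells, and its share at day 7 was 0.484%, but 0.0736% with 20 PCs. Plasma cells, which secrete antibody and are not part of the sum, were not detected at day 1 (0 cells, an upper limit of 0.0439%) and were 0.526% (0.390 to 0.692) at day 7. With 20 PCs day 7 did not exceed the steady state, and the cluster named plasma cells held 0.656% in the steady state, 0.0595% at day 1 and 0.431% at day 7. The cluster with both macrophage and B cell genes, left out of these shares of lymphocytes, held 445, 121, 126, 578 and 461 cells in the steady state and at days 1, 3, 5 and 7. From such shares, the paper states that the time course after MI differs between cell populations.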

### Spatiotemporal profiles of immune cells after MI

To validate the above landscape of immune cells infiltrated into the infarcted area, we performed spatial transcriptome sequencing (ST-seq) using frozen samples from days 1, 3, 5, and 7 post-MI (Fig. 2a). Principal component analysis and unsupervised clustering identified four or five cell clusters per sample based on the differentially expressed genes (Fig. 2b). We then applied SPOTlight^16^, a nonnegative matrix factorization (NMF)-based spatial deconvolution framework, to infer the cell-type composition of each spot (Fig. 2b). Notably, neutrophils highly infiltrated into the infarcted area on day 1 (41.2% on average) but their numbers were then decreased rapidly (18.7, 10.6, and 9.5% on days 3, 5, and 7, respectively), which was consistent with the scRNA-seq data (Figs. 2b and 2c). On the contrary, macrophages were dispersed across the whole heart rather than clustered in the infarcted area on day 1 (Fig. 2b). However, from day 3, macrophages infiltrated into the infarcted area, and their abundance peaked at late MI (days 5 and 7; 18.8% on average) (Fig. 2c). Monocytes and fibroblasts also infiltrated the infarcted area of the heart in a time-dependent manner (Supplementary Figs. 1–5). Other immune cell populations, such as B-cell and T-cell populations, were always dispersed across the entire mouse heart (not clustered in the infarcted area), with a very low abundance (Supplementary Figs. 2–5). Together with the scRNA-seq showing immune cell temporal dynamics after MI, ST-seq analysis with deconvolution algorithm further provided their spatial heterogeneity and spatiotemporal dynamics; our ST-seq data clearly showed that monocytes and neutrophils infiltrated into the infarcted area at early MI while macrophages and fibroblasts acted oppositely.

**Fig. 2:**
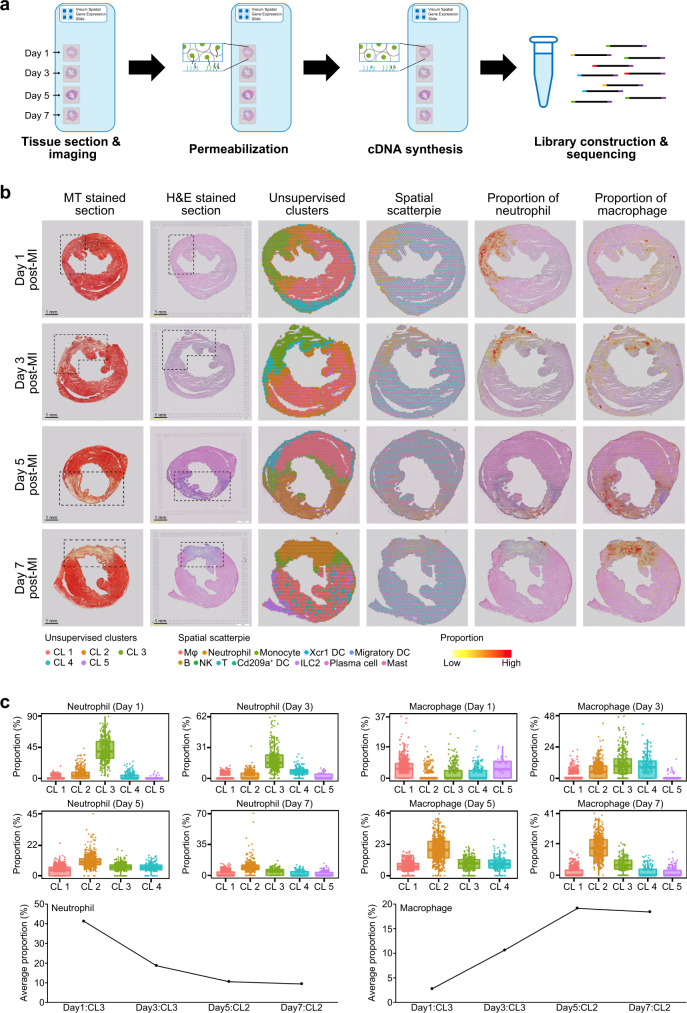
Spatial transcriptome sequencing (ST-seq) of mouse hearts after MI. **a** Schematic workflow of ST-seq. Frozen heart sections were placed onto Visium Spatial Gene Expression slides and then permeabilized; cDNAs were synthesized on the slides. **b** The first and second column represents Masson’s trichrome- and H&E-stained images showing the infarcted area (dotted box). In the third column, each spot contains 1–10 cells on average, colored according to the defined clusters using Seurat. The fourth column represents the spatial scatter pie plot which shows the proportions of the immune cells. The proportions were deconvoluted from the scRNA-seq data using the SPOTlight algorithm. The fifth and sixth columns represent the neutrophil and macrophage proportion, respectively. Yellow and red indicate lower and higher proportions, respectively. Results are representative of four different samples. **c** The proportion of neutrophils and macrophages among total immune cells infiltrated into heart tissue according to the time-point after MI. Each cluster from the time-point after MI has the same number of spots (day 1 post-MI: 1803 spots; day 3 post-MI: 1916 spots; day 5 post-MI: 1870 spots; day 7 post-MI: 1973 spots). The lower whisker, lower hinge, box center, upper hinge, and upper whisker represent the minimum, lower quartile, median, upper quartile, and maximum calculated without outlier values which are more than 1.5× interquartile range of the lower and upper quartiles. The proportion of all immune cell types are illustrated in Supplementary Figs. 2–5. Source data are provided in the Source Data file.

### The heterogeneity of monocytes and macrophages and their temporal dynamics after MI

scRNA-seq showed that macrophages represent the largest population of immune cells in the heart. For further insight regarding the dynamics of macrophage subtypes after MI, we performed a sub-clustering analysis in the context of scRNA-seq data, obtaining 16 sub-clusters (Fig. 3a). 

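The cells of the monocyte and macrophage clusters and the unnamed cells led by Slc40a1 and Hmox1 were 24689 in all. They were clustered again on their values from the integration of all cells. To keep the genes that give the names out of the clustering, the 69 subset genes on the marker lists were removed from the 2000 variable genes. A resolution of 0.5 gave 15 sub-clusters, the number nearest to 16 among the resolutions tried. Of these, 11 took 10 of the paper's subset names by their score for the listed genes, and are called SS-Mφ1-like, Late-Mφ1-like and so on. For these and for the neutrophil and DC subsets, high levels of listed genes in a like-named group follow from the naming. Sub-cluster 6 (1543 cells) ranked highest for the Early-Mφ genes but held 6 neutrophil genes among its 10 leading genes, sub-cluster 11 (558 cells) held 4 B cell genes, and sub-clusters 14 and 15 (170 and 125 cells) held none of the genes of their best-ranked subset among their leading genes. These were left unnamed. No sub-cluster ranked highest for Late-Mφ2.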

Detailed information of marker genes for each sub-cluster is provided in Supplementary Data 2. 

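Cells like SS-Mφ1 and SS-Mφ2 were together 73.2% (2993 of 4089 cells, 95% interval 71.8 to 74.5) of the steady-state monocytes/macrophages. The SS-Mφ2-like cells, marked by antigen-presentation genes, were 46.0% (44.5 to 47.6) and the SS-Mφ1-like cells, which held genes of resident macrophages, 27.2% (25.8 to 28.6). Proliferating cells were 6.07% (5.35 to 6.84), and as low as 3.03% in other orders of the cells, and Ly6c2 low monocyte-like cells 4.67% (4.04 to 5.36).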

Three macrophage sub-clusters (clusters 1, 3, and 13) were predominant in the steady state (77.9% of the total monocyte/macrophages), thus we named them steady-state macrophage (SS-Mφ) clusters (Fig. 3b). 

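Genes of long-lived resident macrophages stood highest in the SS-Mφ1-like cells. Lyve1, a hyaluronan receptor (ENSMUSG00000030787, chromosome 7 of GRCm38, 110850607 to 110863239), was at 1022 (1009 to 1035) CPM there and at 68.1 in SS-Mφ2-like cells. Timd4, a receptor for phosphatidylserine on dying cells, was at 113 (108 to 117) and 13.1, the haemoglobin-haptoglobin receptor Cd163 at 709 and 159, and the folate receptor Folr2 at 819 and 84.3. The carbonyl reductase Cbr2 was at 858 CPM against 123, and F13a1, the A chain of coagulation factor XIII, at 2101 against 339. These genes were left out of the clustering, but the name of the sub-cluster rests on listed genes such as Lyve1.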

In the SS-Mφ1 cluster (cluster 3), elevated expression of genes such as *Lyve1*, *F13a1*, *Cbr2*, *Cd163*, *Folr2*, and *Timd4* was observed (Supplementary Data 2 and Supplementary Figs. 6, 7); importantly, the increased expression of *Lyve1* and *F13a1* was previously reported in tissue-resident macrophages^17,18^ and recent single-cell studies also suggested that the upregulation of *Folr2*, *Timd4*, and *Cbr2* is a marker of resident macrophages^9,19^. 

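Genes that load and present peptides to CD4 T cells stood highest in the SS-Mφ2-like cells, whose name rests on listed genes of this kind. The class II chains H2-Eb1 (ENSMUSG00000060586, chromosome 17 of GRCm38, 34305867 to 34316674), H2-Aa and H2-Ab1 were at 5549 (5527 to 5570.5), 5571 and 5000.5 CPM, against 1008, 1210.5 and 1036 in SS-Mφ1-like cells. Cd74, the invariant chain that guides class II molecules to endosomes, was at 16437 CPM against 3912.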

The SS-Mφ2 cluster (cluster 1) showed relatively higher expression of antigen-presentation-related genes, including *H2-Eb1*, *H2-Aa*, *H2-Ab1*, and *Cd74*, resembling the tissue-resident *Mhc-II* macrophage cluster suggested by Dick et al^9^. Additionally, the marker genes of both SS-Mφ1 and SS-Mφ2 were detected in the SS-Mφ3 cluster (cluster 13), indicating that these cells represent an intermediate state between those in the SS-Mφ1 and SS-Mφ2 clusters. 

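Ccr2, the receptor that brings monocytes out of the bone marrow and into tissue (ENSMUSG00000049103, chromosome 9 of GRCm38, 124101950 to 124113557), was at 67.9 (64.7 to 71.3) CPM in SS-Mφ1-like cells and 386 (379.9 to 391) in SS-Mφ2-like cells over all libraries. In the Ly6c2 hi monocyte-like cells it was at 932 (922 to 941). B cells held 9.94 CPM in the steady state and 25.7 at day 1.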

Expectedly, *Ccr2*, a marker of monocyte-derived macrophages, was not expressed in the SS-Mφ1, whereas it was partially expressed in the SS-Mφ2 (Supplementary Fig. 7)^9^. Interestingly, the proportions of the SS-Mφ clusters dropped drastically after the induction of MI and were then gradually restored from day 3 (SS-Mφ2 and SS-Mφ3) or day 5 (SS-Mφ1) after MI (Fig. 3b). However, their proportion did not reach that in the steady-state until day 7 post-MI.

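SS-Mφ1-like cells were 3.45% (2.80 to 4.20) of the monocytes/macrophages at day 1, 2.12% (1.67 to 2.64) at day 3, 1.96% (1.64 to 2.31) at day 5 and 8.90% (8.26 to 9.57) at day 7. SS-Mφ2-like cells were 4.53% (3.79 to 5.38), 4.88% (4.19 to 5.64), 10.5% (9.79 to 11.2) and 21.6% (20.6 to 22.5), so the rise between days 1 and 3 lay within the counting error and that between days 3 and 5 did not. In the class as a whole, 15 of 16 listed genes of resident macrophages were lower than in the steady state at day 1 (median log2 ratio −4.06), 15 at day 3, 13 at day 5 and 11 at day 7 (−1.65), and none was higher. Among them were Folr2 (−4.98, interval −5.10 to −4.85 at day 1), Cd163 (−4.94) and Gas6 (−4.68), a bridging protein in the uptake of dying cells. Lyve1 stood at 659.5 CPM in the steady state, 9.26 at day 3 and 68.0 at day 7. Of 10 antigen-presentation genes, 9 were lower at day 1, all at days 3 and 5, and 8 at day 7 (median −1.09). Of 12 receptors and bridges for the uptake of dying cells, 8 were lower at day 1, with the tyrosine kinases Mertk (−3.03) and Axl (−3.11) among them, and the scavenger receptor Msr1 was higher (1.93). Over all measured genes the median log2 ratio was −0.39 at day 1 and −0.12 at day 7. Under median-of-ratios size factors it was 0.20 and 0.15, over the genes that reach 5 CPM when so scaled, so the medians cover different sets of genes.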

**Fig. 3:**
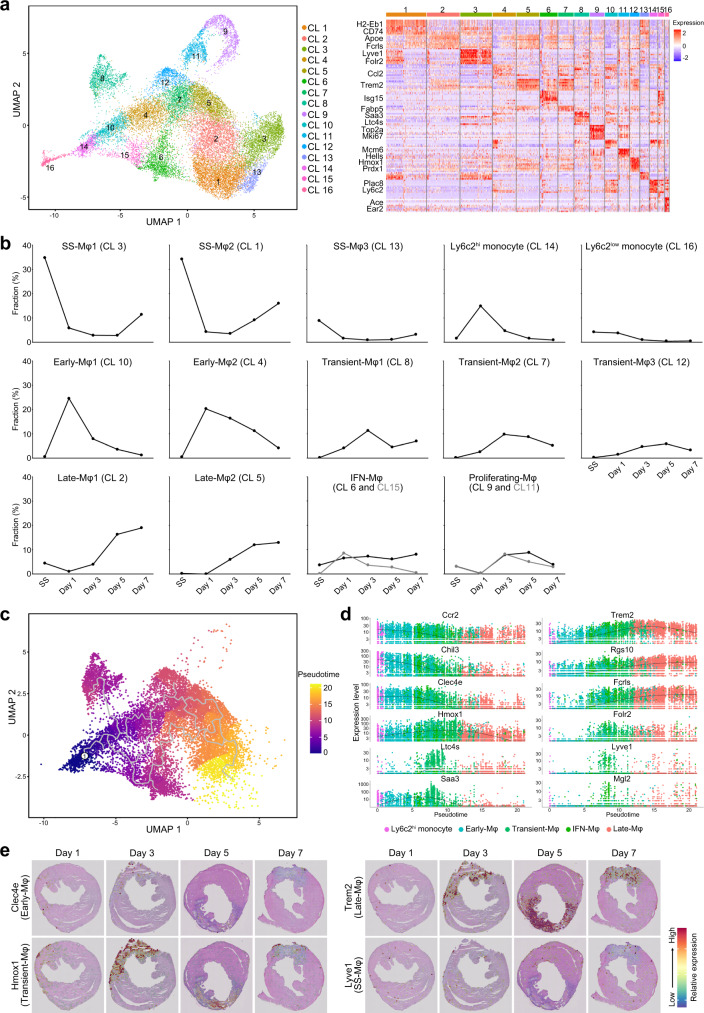
Monocyte/macrophage cell subsets. **a** The UMAP visualization of the 21,533 cardiac monocytes/macrophages identified 16 subsets (left panel). Each point represents a single cell, colored according to the sub-cluster assigned. In the right panel, the heatmap shows the top 10 most differentially expressed genes in each sub-cluster. Blue and red indicate lower and higher expression, respectively. The typical markers strongly and specifically associated with each sub-cluster are shown on the left. **b** The proportion of each sub-cluster among total monocytes/macrophages according to the time-point after MI. **c** Pseudo-time trajectory as per the pseudo-time algorithm. Pseudo-time analysis is an approach used to investigate the path and progress of individual cells undergoing differentiation. Ly6c2^hi^ monocytes were set as the root of the trajectory. The scale indicates the temporal status, from dark blue (recruited Ly6c2^hi^ monocytes) to yellow (Late macrophages). **d** Spline plots showing the expression of typical markers associated with each cluster across the pseudo-time (Ly6c2^hi^ monocytes: 632 cells; Early-Mφ: 2838 cells; Transient-Mφ: 3146 cells; IFN-Mφ: 1856 cells; Late-Mφ: 4380 cells). **e** Gene expression levels of *Clec4e*, *Hmox1*, *Trem2*, and *Lyve1* as per ST-seq. Blue and red indicate lower and higher expression, respectively. The scale bar is marked on the H&E stained section in Fig. 2b. Results are representative of four different samples. Day 1, day 1 post-MI; Day 3, day 3 post-MI; Day 5, day 5 post-MI; Day 7, day 7 post-MI. Source data for Figs. 3b and 3d are provided in the Source Data file.

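At day 1 the Ly6c2 hi monocyte-like cells were 41.9% (40.1 to 43.8) of the monocytes/macrophages and the unnamed sub-cluster 6, with neutrophil genes, 28.6% (26.9 to 30.3). The class as a whole held higher levels of genes of the response to low oxygen and of sugar use. In the steady state most of its cells were SS-Mφ-like, so these ratios compare different mixes of cells. All 12 listed glycolysis genes were higher than in the steady state (median log2 ratio 2.87), among them the glucose transporter Slc2a1 (4.34, interval 4.21 to 4.46) and lactate dehydrogenase Ldha (2.98). Of 10 hypoxia genes 9 were higher (median 4.60), with Egln3, an oxygen-sensing prolyl hydroxylase (8.40), and the growth factor Vegfa (6.21). Inflammatory cytokines and chemokines were higher in 13 of 14 (median 2.33), led by the neutrophil attractant Cxcl3 (8.41). Matrix genes were higher in 10 of 12 (median 4.62), with fibronectin Fn1 (5.71) and versican Vcan (7.25). The largest rises by the lower end of the interval were in Inhba, a chain of activin A, from 0.931 to 897 CPM (9.89, interval 9.45 to 10.41), the acute-phase gene Saa3 (9.10) and arginase Arg1 (8.89). The largest falls were in the resistin-like gene Retnla (−5.51, interval −5.70 to −5.33), the receptor Gpr34 (−5.42) and the lipid transfer protein Pltp (−5.02). Of the anti-inflammatory and repair genes 8 of 12 were lower and 3 higher, namely Arg1, Tgfb1 (1.10) and the interleukin-1 antagonist Il1rn (5.68). Without sub-cluster 6, a setting chosen after seeing the data, 12 glycolysis genes, 9 hypoxia genes, 12 inflammatory genes and 10 matrix genes were higher.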

Interestingly, in the early phase of MI (days 1 and 3), monocytes and two macrophage clusters were predominant (clusters 4, 10, and 14), occupying 59.7% of the total monocyte/macrophage cells at day 1 (termed Early-Mφ clusters). 

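Sub-cluster 4, of 3002 cells, held the genes of classical monocytes, cells that enter inflamed tissue from blood. Chil3, a chitinase-like protein (ENSMUSG00000040809, chromosome 3 of GRCm38, 106147554 to 106167564), was at 1767 (1754 to 1779.5) CPM, against 927 in sub-cluster 6 and 42.1 in SS-Mφ2-like cells. Plac8 was at 1677 CPM and Ly6c2, the surface antigen that defines the class, at 411. These cells were 3.50% (2.96 to 4.11) of the monocytes/macrophages in the steady state, 17.5% (16.3 to 18.8) at day 3, 11.2% (10.4 to 11.9) at day 5 and 4.23% (3.78 to 4.71) at day 7, with their highest share at day 1. With the listed genes kept in the clustering, cells so named were 16.2% at day 1 and cells named Early-Mφ-like 42.5%. Other orders of the cells in the clustering gave 887 to 3397 cells of this name, and 14.5 to 50.4% at day 1.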

Since cluster 14 showed the upregulation of *Chil3*, *Plac8*, *Ccr2*, and *Ly6c2*, it was defined as classical Ly6c2^hi^ monocytes (Supplementary Data 2 and Supplementary Fig. 6); Ly6c2^hi^ monocytes peaked one day post-MI and then quickly decreased (Fig. 3b). Additionally, Early-Mφ1 (cluster 10) and Early-Mφ2 (cluster 4) expressed not only *Cd68*, *Fcgr1*, and *Itgam* (canonical macrophage markers) but also *Ccr2*, suggesting that these populations were composed of monocyte-derived macrophages (Supplementary Fig. 6). 

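Sub-cluster 6, the larger of the sub-clusters that ranked highest for the Early-Mφ genes, expressed the macrophage genes Cd68 at 431 (424 to 438) CPM and Itgam, a chain of complement receptor 3, at 648. Fcgr1, the high-affinity IgG receptor, was at 223 and Ccr2 at 494. In the Ly6c2 hi monocyte-like cells Cd68 was at 391 (385 to 397), Itgam at 519.9 and Fcgr1 at 304 CPM. The Early-Mφ gene Clec4e, a receptor for dead cells and fungal lipids, was at 849.6 in sub-cluster 6 and 763 in the Ly6c2 hi monocyte-like cells. Retnlg, S100a9 and S100a8, genes of neutrophils, led the list of genes of sub-cluster 6, where the median cell had 2.69 times the median UMIs of its library and 22.4% of cells were among the highest 6% of doublet scores.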

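The share of sub-cluster 6, best ranked for the Early-Mφ genes, was 0.318% (0.169 to 0.543) in the steady state, 11.5% (10.4 to 12.5) at day 3, 3.87% (3.43 to 4.36) at day 5 and 0.918% (0.714 to 1.16) at day 7. Chil3 in all monocytes/macrophages was also highest at day 1, with 26.9 CPM in the steady state, 2644 at day 1, 323 at day 3 and 20.4 at day 7. At day 7 it was below the steady state, where the share of sub-cluster 6 was above it. Chil3 also stood higher in the Ly6c2 hi monocyte-like cells than in sub-cluster 6, so it does not trace sub-cluster 6 alone. With the listed genes kept in the clustering, Early-Mφ-like cells were 24.5% at day 3, 18.1% at day 5 and 6.32% at day 7.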

Like monocytes, these two Early-Mφ populations peaked at day 1 and then decreased until day 7 post-MI (Fig. 3b). Interestingly, the expression of *Ccr2* was inversely correlated between Ly6c2^hi^ monocytes, and Early-Mφ1 and Early-Mφ2 cells (*R*^2^ = 0.103, *P* = 4.2 × 10^−84^; Supplementary Fig. 8), suggesting that circulating monocytes are recruited into the infarcted areas, where they differentiate into macrophages. In addition, a Ly6c2^low^ population as non-classical monocytes (cluster 16, enriched genes: *Ace*, *Ear2*, and *Itgal*) was identified at a lower level and its proportion was not markedly changed over time after MI (Fig. 3b and Supplementary Fig. 6).

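Sub-cluster 13, of 350 cells, held genes of patrolling monocytes, which crawl along vessel walls. Ace (ENSMUSG00000020681, chromosome 11 of GRCm38, 105967945 to 105989964) was at 438 (416 to 461) CPM, the ribonuclease Ear2 at 284 and the integrin chain Itgal at 739.8, against 20.0, 19.6 and 97.0 in the Ly6c2 hi monocyte-like cells. After the steady state, its share of monocytes/macrophages was 1.81% (1.35 to 2.38) at day 1, 0.762% (0.503 to 1.11) at day 3, 0.406% (0.270 to 0.586) at day 5 and 0.729% (0.548 to 0.951) at day 7, each below the steady-state share by more than the counting error.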

Additionally, in the late phase of MI (days 5 and 7), four macrophage clusters were predominant (59% of the total monocyte/macrophage cells), particularly at day 7; two of which were steady-state macrophages (SS-Mφ1 and SS-Mφ2) and the other two populations (cluster 2 and 5) were termed Late-Mφ clusters. 

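Cells like SS-Mφ1, SS-Mφ2 and Late-Mφ1 were together 35.9% (34.7 to 37.0) of the monocytes/macrophages at day 5 and 58.1% (57.0 to 59.2) at day 7. The Late-Mφ1-like cells, rich in apolipoprotein E, were 23.4% (22.4 to 24.4) at day 5 and 27.6% (26.6 to 28.7) at day 7.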

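Late-Mφ1-like cells held Apoe, a carrier of cholesterol, at 36451 CPM, against 21141 in SS-Mφ2-like and 7422 in Ly6c2 hi monocyte-like cells. Fcrls, a receptor-like gene of resident macrophages and microglia (ENSMUSG00000015852, chromosome 3 of GRCm38, 87250758 to 87263738), was at 835 (828 to 842) CPM, the G protein regulator Rgs10 at 601 and Adgre1 at 708. The genes Gpnmb, a lysosomal glycoprotein, Fabp5, a fatty acid carrier, and Spp1, the cytokine osteopontin, were at 607, 1375 and 3018 CPM in these cells. All of Gpnmb, Fabp5 and Spp1 stood higher in the Transient-Mφ2-like cells, where the interval of Spp1 was 9976 to 10024 CPM. Timp2, an inhibitor of matrix proteases, was at 659 CPM in Late-Mφ1-like and 810.3 in SS-Mφ1-like cells. The genes of Late-Mφ2 were the second-ranked list in Late-Mφ1-like, Transient-Mφ2-like and Transient-Mφ3-like cells.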

Late-Mφ1 (cluster 2) cells showed a relatively higher expression of *Apoe*, *Fcrls*, *Rgs10*, and *Adgre1*, while Late-Mφ2 (cluster 5) cells showed a higher expression of *Trem2*, *Gpnmb*, *Fabp5*, and *Spp1* as well as the cardiac repair gene *Timp2* (Supplementary Figs. 6, 7)^20^. These two Late-Mφ populations gradually increased from day 3, peaking 7 days post-MI (Fig. 3b).

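Late-Mφ1-like cells were 4.01% (3.43 to 4.66) of the monocytes/macrophages in the steady state, 0.435% (0.225 to 0.759) at day 1 and 6.97% (6.15 to 7.86) at day 3, and their share at day 7 exceeded that at day 5 by more than the counting error. Apoe in the whole class followed them, with 1931 CPM at day 1 and 32119.8 at day 7 (log2 ratio 1.18 to the steady state). Without integration, Late-Mφ1-like cells were 55.4% at day 7.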

We also identified three transient macrophage populations (peaking 3 or 5 days after MI), two macrophage populations enriched in interferon-stimulated genes, and two proliferating populations, albeit their proportions were low (Fig. 3b). 

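The Transient-Mφ-like cells were together 0.831% (0.577 to 1.16) of the monocytes/macrophages in the steady state, 10.2% (9.12 to 11.4) at day 1, 32.4% (30.8 to 34.0) at day 3, 26.2% (25.1 to 27.2) at day 5 and 18.1% (17.2 to 19.0) at day 7. Transient-Mφ2-like cells, rich in osteopontin, were the largest group and peaked at day 3 with 23.2% (21.8 to 24.6). Transient-Mφ1-like cells, rich in the acute-phase gene Saa3, were also highest at day 3, with 6.60% (5.81 to 7.47), and stood at 5.52% (5.01 to 6.07) at day 7, with overlapping intervals. Transient-Mφ3-like cells, rich in haem oxygenase, reached 3.76% (3.32 to 4.23) at day 5.

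**Figure D2:**
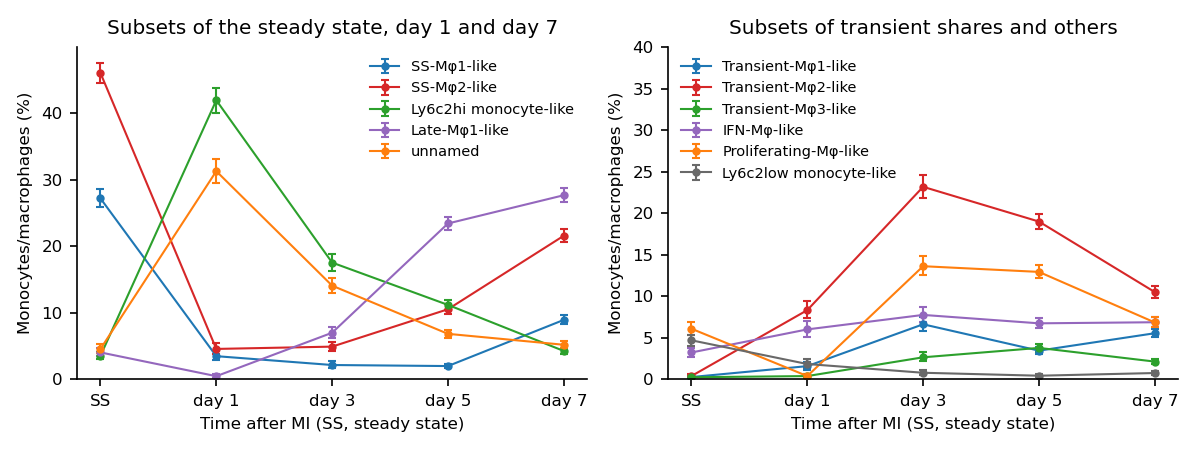
Share of each monocyte/macrophage subset among the monocytes/macrophages of a library, in percent, at each time point, with 1 library per time point and exact 95% intervals for counting error. The SS-Mφ-like subsets fell after the steady state, the Ly6c2 hi monocyte-like cells were highest at day 1 and the Late-Mφ1-like cells at day 7.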

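Sub-cluster 10 held Saa3, a serum amyloid protein of the acute phase, at 4039 CPM, Fn1 at 7367 and the leukotriene C4 synthase Ltc4s at 840.0. Sub-cluster 3 held Fabp5 at 3465 and Gpnmb (ENSMUSG00000029816, chromosome 6 of GRCm38, 49036546 to 49070929) at 989 (982 to 997) CPM, each the highest of the 15 sub-clusters. Sub-cluster 12 held genes that break down haem and buffer oxidants, with Hmox1 at 5943, peroxiredoxin Prdx1 at 8568 and Gclm, a subunit of the enzyme that starts glutathione synthesis, at 859.8. In Late-Mφ1-like cells Hmox1 was at 428 CPM and Saa3 at 25.5.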

*Saa3*, *Fn1*, and *Ltc4s* genes were enriched in transient-Mφ1 (cluster 8) cells, *Fabp5*, *Spp1*, and *Gpnmb* genes were enriched in Transient-Mφ2 (cluster 7) cells, and *Hmox1*, *Prdx1*, and *Gclm* genes were enriched in Transient-Mφ3 (cluster 12) cells. 

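Trem2, a receptor for lipids and cell debris (ENSMUSG00000023992, chromosome 17 of GRCm38, 48346401 to 48354147), was at 1246 (1238 to 1255) CPM in Late-Mφ1-like cells over all libraries. In the Transient-Mφ2-like cells it was at 946 (939 to 953), in Transient-Mφ3-like cells at 926 (909 to 943) and in Transient-Mφ1-like cells at 404 (393 to 416). The unnamed sub-cluster 14 of day 7 held 717 CPM, IFN-Mφ-like cells 601 and Ly6c2 hi monocyte-like cells 243. Within single libraries, Late-Mφ1-like cells held 862 CPM at day 3, 1148 at day 5 and 1493 (1478 to 1507) at day 7, and Transient-Mφ2-like cells 611, 979.7 and 1612 (1591 to 1632), so the order of these cells turned at day 7. Over the monocytes/macrophages of a library, Trem2 was at 106 CPM in the steady state, 57.6 at day 1, 475 at day 3, 827 at day 5 and 1030.1 at day 7, a log2 ratio of 3.28, interval 3.24 to 3.33 at day 7. After day 1 Ccr2 ran the other way, with 105, 659, 592, 325 and 216 CPM at the same time points.

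**Figure D3:**
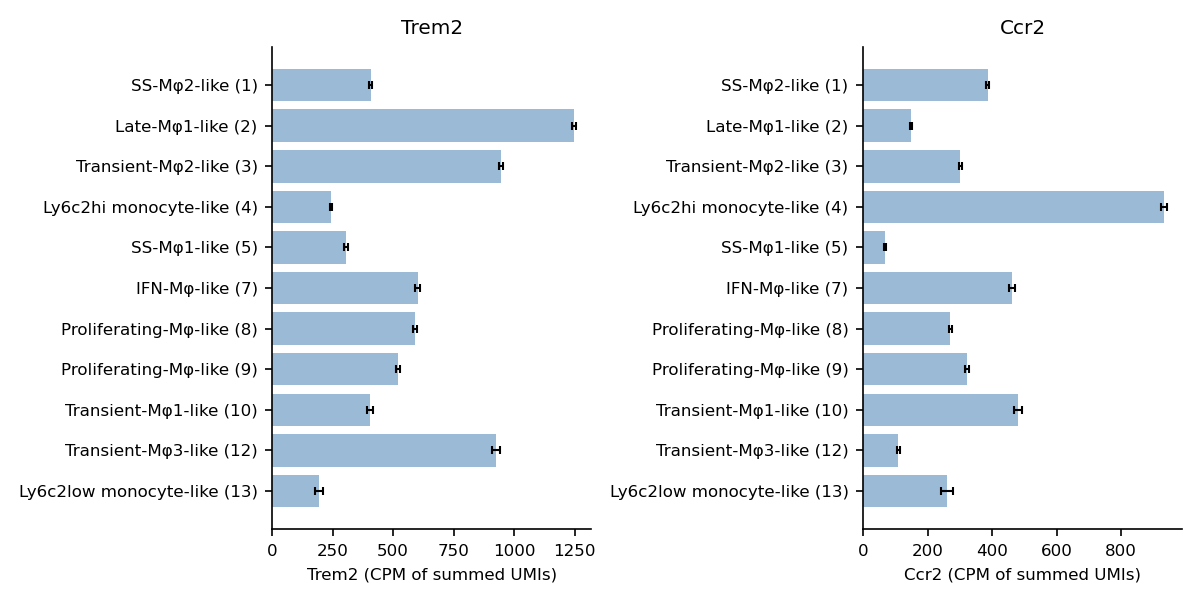
CPM of Trem2 and Ccr2 in each named sub-cluster of monocytes/macrophages, summed over the cells of all 5 libraries, of which each time point has 1, with exact Poisson 95% intervals for counting error. Numbers of sub-clusters stand in brackets. Trem2 is highest in Late-Mφ1-like cells and Ccr2 in Ly6c2 hi monocyte-like cells.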

The significantly enriched genes in Transient-Mφ populations were similar to those in Late-Mφ2 cells; however, the expression levels of *Trem2* were relatively lower in Transient-Mφ cells (Supplementary Figs. 6, 7). Additionally, many genes associated with interferon signatures such as *Irf7*, *Isg15*, and *Ifit2* were enriched in clusters 6 and 15, which were therefore defined as IFN-Mφ (Fig. 3a, b); the proportions of the IFN-Mφ clusters did not significantly change over time after MI (Fig. 3b). 

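Genes switched on by interferon, which block viral replication, stood highest in the IFN-Mφ-like cells, which were named by such genes. The transcription factor Irf7 (ENSMUSG00000025498, chromosome 7 of GRCm38, 141262706 to 141266481) was at 567 (558 to 576) CPM, the ubiquitin-like protein Isg15 at 1193 and the RNA-binding protein Ifit2 at 414, against 65.6, 44.0 and 10.6 in Late-Mφ1-like cells. These cells were 3.20% (2.69 to 3.79) of the monocytes/macrophages in the steady state, 5.98% (5.13 to 6.94) at day 1, 7.73% (6.87 to 8.66) at day 3, 6.72% (6.14 to 7.33) at day 5 and 6.85% (6.28 to 7.45) at day 7. In other orders of the cells those of day 1 were 1.41 to 6.46%, so the direction from the steady state to day 1 depends on the order. Of 15 listed interferon-stimulated genes in the whole class, 6 were higher at day 1 (median log2 ratio 0.96), 6 at day 3, 3 at day 5 and 2 at day 7 (Irf7, 1.35, and Ifit1, 1.08), and none was lower.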

Cluster 15 showed a higher level of *Ccr2* expression than cluster 6, indicating that this cell population may be derived from monocytes (Supplementary Fig. 6). 

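In sub-cluster 8, of 1187 cells, the genes of the G2 and M phases, such as Top2a and Birc5, summed to 3069 CPM and those of the S phase, such as the replication helicase genes Mcm2 to Mcm6, to 875. In sub-cluster 9, of 948 cells, the sums were 441 and 1536. Both were lowest at day 1, when they held 0.363% (0.174 to 0.666) of the monocytes/macrophages, and were 13.6% (12.5 to 14.8) at day 3, 12.9% (12.1 to 13.7) at day 5 and 6.82% (6.26 to 7.42) at day 7. In the whole class, 11 of 12 G2 and M phase genes (median log2 ratio −4.35) and 9 of 12 S phase genes (−2.36) were lower at day 1 than in the steady state. At day 3, 6 and 5 were higher, among them the mitotic cyclin Ccnb1 (1.50) and the ribonucleotide reductase Rrm2 (1.82), and at day 7 none was higher or lower. In 6 other orders of the cells the dividing cells so named numbered 1257 to 2137.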

The two clusters corresponding to proliferating macrophages were defined as the S phase (cluster 11) and G2/M phase (cluster 9) populations (Fig. 3a, b and Supplementary Fig. 9). Overall, the sub-clustering analysis clarified macrophage heterogeneity and allowed disclosure of the temporal dynamics of macrophages/monocytes in the heart. Importantly, these data indicate that Late-Mφ populations, as well as SS-Mφ populations, may have central functions in attenuation of the inflammatory response post-MI and the promotion of tissue repair.

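The monocytes/macrophages of day 7 held more of the genes of lysosomes and lipid handling than those of the steady state, and fewer inflammatory genes were raised than at day 1. The shares of the subsets differed between these days, so the ratios compare different mixes of cells. Of 18 lysosome and lipid genes 13 were higher at day 7 (median log2 ratio 1.32), against 6 at day 1, with Gpnmb (8.35, interval 8.01 to 8.73), the lysosomal protease Ctsd (3.85, interval 3.83 to 3.88) and the galectin Lgals3 (3.03). The scavenger receptor Cd36 was lower (−1.15). Matrix genes were higher in 10 of 12 at day 7, with Spp1 (6.45) and Fn1 (3.95). Inflammatory genes were higher in 7 of 14 at day 3, 4 at day 5 and 3 at day 7 (median 0.12), namely Cxcl3 (1.76), the prostaglandin synthase Ptgs2 (1.44) and Osm (1.57). Glycolysis genes were higher in 5 of 12 (median 0.91) and hypoxia genes in 4 of 10 (0.70). Of the repair genes, 2 of 12 were higher, Arg1 (4.39) and Il1rn (2.18), and Retnla was lower (−4.15). Genes of the Nrf2 and haem response were higher in 7 of 11 at day 5 and 4 at day 7, such as Prdx1 (1.11), with Hmox1 lower at day 7 (−1.12). From the time courses of the subsets, the paper proposes that the Late-Mφ and SS-Mφ populations dampen inflammation and promote repair.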

### Single-cell trajectories in the infarcted heart

To better understand the process of monocyte/macrophage infiltration into the infarcted area, we performed a trajectory analysis using the Monocle R package^21^. Ly6c2^hi^ monocytes share several properties with human CD16^–^CD14^+^ monocytes, and it is well known that they enter the circulation, contribute to excessive monocytosis, preferentially accumulate in lesions, and differentiate into macrophages after MI^6^. When Ly6c2^hi^ monocytes were set as the root of the trajectory, the pseudo-time of cells increased in the order of Early-Mφ, Transient-Mφ, and Late-Mφ, which were ranked in a similar temporal manner (Fig. 3c). However, Transient-Mφ1 and IFN-Mφ populations diverged at a relatively early pseudo-time, and Transient-Mφ1 was not linked to Late-Mφ. 

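Diffusion pseudotime in scanpy was computed over 13233 cells of 6 subsets, from a root among the Ly6c2 hi monocyte-like cells, and is given as the rank of a cell among them in percent. The median rank was 13.6% for Ly6c2 hi monocyte-like cells, 25.7% for IFN-Mφ-like cells, 50.3% for Transient-Mφ2-like cells and 68.4% for Late-Mφ1-like cells. Transient-Mφ3-like and Transient-Mφ1-like cells lay last, at 90.2% and 95.7%. Over all subsets the cells of day 1 had a median rank of 16.8%, those of day 3 41.4%, of day 5 54.6%, of day 7 64.9% and of the steady state 34.5%. Without integration the cells of day 7 ranked below those of day 1, at 66.3% against 88.1%. A rank orders cells by likeness and gives no direction in time of its own.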

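The position of IFN-Mφ-like cells, led by interferon-stimulated genes, depended on the setting, and with 15 PCs they ranked at 9.09%, below the Ly6c2 hi monocyte-like cells at 20.3%, and without integration at 43.4%. Transient-Mφ1-like cells, rich in Saa3, spread widely, with quartiles of 57.7% and 98.2%. Without integration their median rank was 33.4%, below that of Transient-Mφ2-like cells at 43.6% and of Late-Mφ1-like cells at 64.3%. The ranks give each cell a single value and do not show branches.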

The selected genes that are specifically expressed in each cell population were then plotted to track changes across pseudo-times (Fig. 3d). The expression levels of Early-Mφ specific genes, such as *Ccr2*, *Chil3*, and *Clec4e*, were upregulated in Ly6c2^hi^ monocytes/Early-Mφ and then gradually decreased in Transient-Mφ, reaching a low level in Late-Mφ cells. 

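The cells were divided by their pseudotime rank into 5 bins of equal size. Ccr2 fell from 962 (952 to 972) CPM in bin 1, nearest to the root, to 558, 347, 129.5 and 103 (100.2 to 106) in the others. Chil3 fell from 1860.0 CPM in bin 1 to 64.9 in bin 5, and Clec4e (ENSMUSG00000030142, chromosome 6 of GRCm38, 123281789 to 123289870) from 728 to 110.0. The root lay in a group named by genes of classical monocytes, so high levels of such genes in bin 1 follow in part from the naming. The bins use the ranks with integration. Ly6c2 hi monocyte-like cells of day 1 had a median rank of 13.8% there, but 75.7% without integration. From a trajectory rooted in Ly6c2 hi monocytes, the paper reports that pseudotime rose from Early-Mφ through Transient-Mφ to Late-Mφ, with Transient-Mφ1 and IFN-Mφ cells diverging early.

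**Figure D4:**
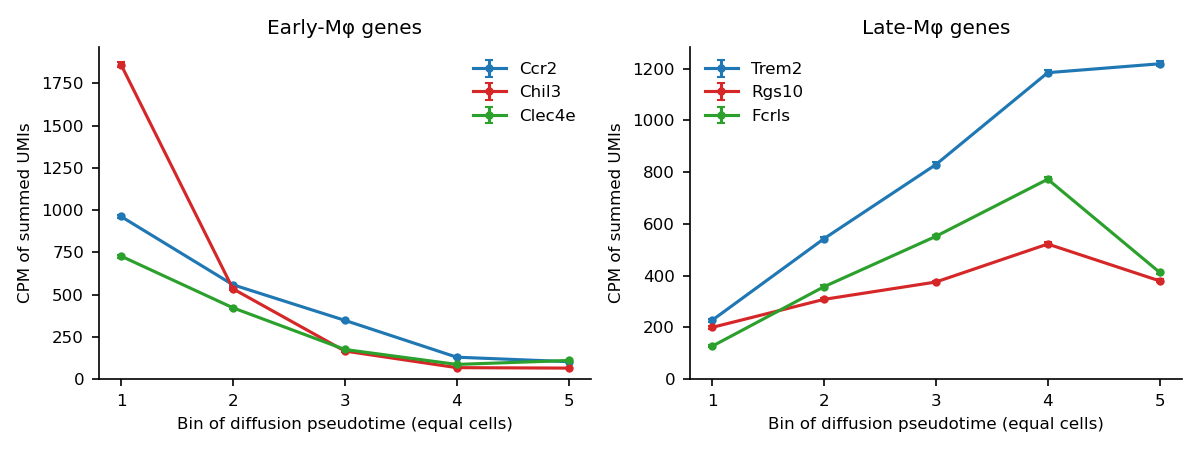
CPM of selected genes in 5 bins of pseudotime rank, from the root in Ly6c2 hi monocyte-like cells, summed over the cells of all libraries, with exact Poisson 95% intervals for counting error. The ranks are those with integration. Ccr2 falls from 962 in bin 1 to 103 in bin 5, while Trem2 runs the other way.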

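Trem2 rose along the same bins, from 227 (222 to 232) CPM through 542, 829 and 1184 to 1219 (1209 to 1228). The bins pool libraries whose median ranks differ, from 16.8% at day 1 to 64.9% at day 7. Neither this rise nor the fall of Ccr2 is thus separated from differences between days. Fcrls rose from 127 CPM in bin 1 to 772 in bin 4 and was at 413 in bin 5, and Rgs10 followed with 199.7, 522 and 379.6. Cells with at least 2000 UMIs were thinned to 2000, and those with fewer were left out. The share of macrophages with at least 1 Trem2 UMI was then 17.3% in the steady state, 11.1% at day 1, 52.4% at day 3, 71.3% at day 5 and 72.7% at day 7. In B cells, which should lack Trem2, it was 2.19% in the steady state, 0 of 354 cells at day 1 (upper limit 1.04%), 5.43%, 11.1% and 12.5%. Before thinning, the median macrophage held 9463 UMIs in the steady state and 11698 at day 7, and the median B cell 3876 and 3138. With no thinning the shares of macrophages were 50.1% in the steady state and 38.6% at day 1.

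**Figure D5:**
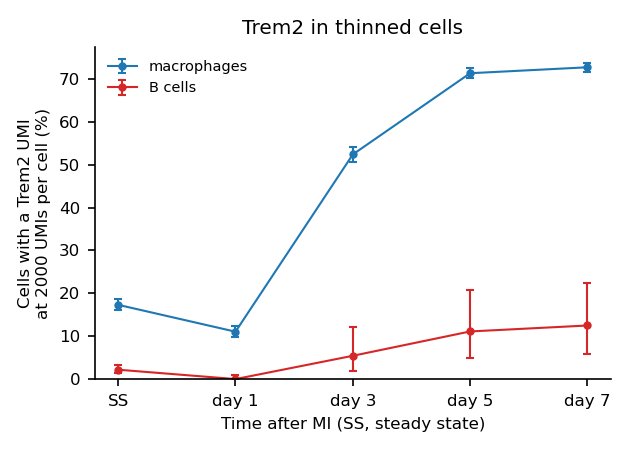
Share of macrophages and of B cells with at least 1 Trem2 UMI after thinning to 2000 UMIs per cell, in percent, at each time point, with 1 library per time point and exact 95% intervals for counting error. Cells with fewer than 2000 UMIs were left out. Macrophages rose from 11.1% at day 1 to 72.7% at day 7, and B cells stayed at or below 12.5%.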

On the contrary, Late-Mφ-specific genes, such as *Trem2*, *Rgs10*, and *Fcrls*, were downregulated in Ly6c2^hi^ monocytes/Early-Mφ and then gradually upregulated in Transient-Mφ and Late-Mφ cells (Fig. 3d). 

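Genes of resident macrophages stayed low along the trajectory from the Ly6c2 hi monocyte-like cells. Over its 5 bins, Folr2 ranged from 19.0 to 102 CPM, Lyve1 from 9.32 to 28.3 and the lectin Mgl2 (ENSMUSG00000040950, chromosome 11 of GRCm38, 70130329 to 70137550) from 9.11 to 31.0. Over all libraries Mgl2 was at 305 (299.9 to 310.1) CPM in the SS-Mφ2-like cells. Neither these nor the SS-Mφ1-like cells, where Lyve1 and Folr2 stood highest, were part of the trajectory. The low levels thus follow in part from the choice of cells.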

*Trem2* was specifically upregulated in Late-Mφ cells, while *Folr2*, *Lyve1*, and *Mgl2* expressions were very low. Importantly, when we checked the expression of candidate genes and the proportion of macrophage subsets in injured heart tissues using ST-seq, marker genes and proportions for each subset were enriched in the infarcted area of the heart in a time-dependent manner, while SS-Mφ1 cells were dispersed in the heart at all time points after MI (Fig. 3e and Supplementary Figs. 10, 11).

### Neutrophil and DC subpopulations

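Neutrophils of day 1 carried genes of inflammation, low oxygen and sugar use at levels above those of the steady state. Sub-cluster 4, where most steady-state neutrophils lay, held 1 of day 1, so the ratios compare different groups of neutrophils. Of 14 inflammatory genes 12 were higher (median log2 ratio 2.76, and 2.29 with 3 counts for Il6, which had none in the steady state), with Cxcl3 (9.21, interval 8.43 to 10.27), interleukin-1α gene Il1a (6.76, interval 5.76 to 8.33) and Tnf (4.07), and Ccl7, a monocyte attractant, was lower (−1.96). Glycolysis genes were higher in 11 of 12 (median 2.22) and hypoxia genes in 8 of 10 (2.39), led by the lipid droplet gene Hilpda (7.24). Matrix genes were higher in 5 of 12, with Spp1 (7.10), and their median was 1.56, or 0.75 with 3 counts for Mmp14, Timp1 and Sparc, which had none in the steady state. Of the ageing and activation genes 7 were higher, such as Icam1 (1.65) and Cd177 (2.57), and 5 lower, among them the granule genes of young neutrophils Camp (−8.91, interval −9.69 to −8.28), Ngp (−5.24) and Ltf (−2.37). Genes of macrophages were lower in the neutrophils of day 1, with all 16 resident genes and Apoe (−4.56), which stood at 2713 CPM in the steady-state neutrophils. Counts over lists, unlike the named genes, kept genes with a 10-fold higher level in another class. These falls therefore need not be changes in expression by the neutrophils. The median log2 ratio of all 9661 genes was −0.84. Under median-of-ratios size factors it was 0.06, over the genes that reach 5 CPM when so scaled, so the medians cover different sets of genes. On simulated counts of this class the calls recovered 92.0 to 98.0% of genes set 3-fold higher and 50.0 to 66.0% of those set 3-fold lower, so falls were missed more often.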

Neutrophils, previously reported as the first immune cells recruited into the infarcted area^15^, were also the largest cell population one day post-MI (Fig. 1d). Using the 5,135 neutrophils (steady-state: 204 cells; day 1: 4009 cells; day 3: 660 cells; day 5: 126 cells; day 7: 136 cells), we further identified five distinct neutrophil sub-clusters (Fig. 4a). 

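The neutrophil clusters held 5616 cells, 227 from the steady state, 4389 from day 1, 698 from day 3, 145 from day 5 and 157 from day 7. At the lowest resolution tried, 0.2, with the 25 listed subset genes left out of the clustering, they gave 9 sub-clusters. Of these, 7 took the names of the paper's clusters 1 to 5 by their score for the listed genes. Sub-cluster 4, of 456 cells, ranked highest for the genes of cluster 3, but held none of them among its leading genes, and its median cell had 0.187 times the median UMIs of its library, so it was left unnamed. Its median of 2454 UMIs is low against libraries rich in macrophages, but near the 2752 of cells like cluster 2. Also unnamed was sub-cluster 6, of 225 cells of day 1 with a median of 716 UMIs, with the nuclear RNAs Malat1 and Neat1 among its leading genes.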

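Fpr1, a receptor for bacterial and mitochondrial formyl peptides (ENSMUSG00000045551, chromosome 17 of GRCm38, 17876471 to 17883940), was at 369.9 (356 to 384) CPM in the cells like cluster 1, with S100a9 at 45346 and Lcn2, which withholds iron from bacteria, at 1839. The cells like cluster 3 held the interferon-induced Ifitm2 at 4264 CPM, the antibacterial Pglyrp1 at 1683, S100a9 at 95922 and the protease inhibitor Slpi at 3075. In the unnamed sub-cluster 4 Ifitm2 was at 3083, Pglyrp1 at 886 and Slpi at 3051. In the steady state cells like cluster 1 were 4.85% (2.44 to 8.50) of 227 neutrophils, none was like cluster 3 (0 of 227, upper limit 1.61%) and sub-cluster 4 was 93.0% (88.8 to 95.9).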

When we calculated the proportion of each cluster in relation to the total neutrophil counts, cluster 1 (enriched genes: *Fpr1*, *S100a9*, and *Lcn2*) and cluster 3 (enriched genes: *Ifitm2*, *Pglyrp1*, and *Slpi*) were predominant in the steady state (31.9 and 63.7%, respectively; Fig. 4b). However, the proportion of cluster 3 notably decreased early after MI (day 1; 11.9%) and then gradually increased to 36.0% at day 7, while cluster 1 did not show any evident trend. Conversely, the proportion of cluster 2 (enriched genes: *Icam1*, *Tnf*, and *Siglecf*) was rarely presented in the steady state (0.5%) but notably increased at day 1 (21.9%) and peaked at day 3 (46.8%) post-MI. This is consistent with a previous report suggesting that neutrophils in the infarcted heart are characterized by the acquisition of a SiglecF^hi^ signature^12^. 

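Cells like cluster 3, with Ifitm2 and Pglyrp1, were found at day 1 alone, at 4.31% (3.72 to 4.95). The unnamed sub-cluster 4, which ranked highest for the same genes, was 0.0228% at day 1, 18.5% (15.7 to 21.6) at day 3, 40.7% (32.6 to 49.2) at day 5 and 35.7% (28.2 to 43.7) at day 7. Cells like cluster 1, with S100a9 and Lcn2, were 41.4% (40.0 to 42.9) at day 1, 18.9% (16.1 to 22.0) at day 3, 15.9% (10.3 to 22.8) at day 5 and 48.4% (40.4 to 56.5) at day 7. Without integration, cells like cluster 3 were 16.5% at day 1 and 28.7% at day 7. In that setting an unnamed sub-cluster led by the macrophage genes Ms4a7 and Apoe held 93 of 157 neutrophils at day 7 and 51 of 145 at day 5. Apoe was also the first leading gene of the cells like cluster 1. The late shares of neutrophil subsets may thus include cells with macrophage RNA. The sub-clusters of neutrophils changed with the order of the cells in the clustering. Of 6 other orders, 4 gave cells like cluster 1, at 5.73 to 47.1% at day 7, and cells like cluster 3 numbered 189 to 974, up to 21.1% at day 1 and 4.44% at day 3.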

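Cells like cluster 2 were absent among the 227 steady-state neutrophils (upper limit 1.61%) and were 18.9% (17.7 to 20.1) at day 1, 51.6% (47.8 to 55.3) at day 3, 22.8% (16.2 to 30.5) at day 5 and 4.46% (1.81 to 8.97) at day 7. Without integration they were 0.501% at day 1. They held the cytokine Tnf at 2891 CPM, the adhesion molecule Icam1 at 903 and the sialic acid receptor Siglecf (ENSMUSG00000039013, chromosome 7 of GRCm38, 43351341 to 43359531) at 121 (109.5 to 133), against 959, 255 and 16.2 in cells like cluster 1. In all neutrophils of day 3 Siglecf was higher than in the steady state (log2 ratio 4.15, interval 3.13 to 5.72). The paper likens its cluster 2 to a Siglecf hi signature that an earlier report found in neutrophils of infarcted hearts.

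**Figure D6:**
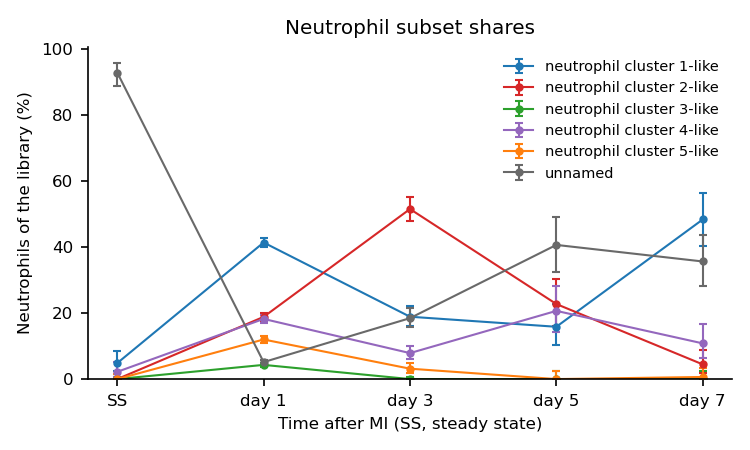
Share of each neutrophil subset among the neutrophils of a library, in percent, at each time point, with 1 library per time point and exact 95% intervals for counting error. Cells like cluster 2 peak at 51.6% at day 3, and unnamed cells are 93.0% of those in the steady state.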

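Sub-cluster 3 held genes switched on by interferon, with Isg15 at 5925 CPM, the antiviral enzyme Rsad2 at 5003 and Ifit1 (ENSMUSG00000034459, chromosome 19 of GRCm38, 34640871 to 34650009) at 2312 (2264 to 2361), against 900.0, 260.1 and 92.2 in the cells like cluster 1. Sub-clusters 5 and 7 together held chaperones of the endoplasmic reticulum, with Hspa5 at 4536 CPM, Dnajb9 at 1234, Manf at 1049 and Hyou1 at 191. In cells like cluster 1 Hspa5 was at 1264 and Manf at 272. Over all neutrophils, 6 of 12 genes of the unfolded protein response were higher at day 1 than in the steady state (median log2 ratio 1.04), with Manf (3.04, interval 2.53 to 3.65) and the transcription factor Xbp1 (2.81) among them. Of 15 interferon-stimulated genes 2 were higher and 2 lower, Mx1 (−4.52) and Ifit2 (−1.31), and Ifit2 was higher with the classes formed without integration (log2 ratio 2.01).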

Cluster 4 was enriched in genes associated with interferon signatures such as *Ifit1*, *Rsad2*, and *Isg15*^12^, and cluster 5 was characterized by the upregulation of endoplasmic reticulum heat-shock proteins such as *Hspa5*, *Dnajb9*, *Manf*, and *Hyou1* (Fig. 4a)^22^. The gene expression levels of typical cluster-specific genes are provided in Fig. 4c and Supplementary Data 3. 

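Cells like cluster 4, with interferon-stimulated genes, were 2.20% (0.719 to 5.07) of the neutrophils in the steady state, 18.3% (17.1 to 19.4) at day 1, 7.88% (5.99 to 10.1) at day 3, 20.7% (14.4 to 28.2) at day 5 and 10.8% (6.44 to 16.8) at day 7. The interval of day 5, from 145 cells, held the share of day 1. Cells like cluster 5, with chaperone genes, were 12.0% (11.1 to 13.0) at day 1, 3.15% (1.99 to 4.73) at day 3 and 0.637% (0.0161 to 3.50) at day 7, and were not found in the steady state or at day 5 (upper limits 1.61% and 2.51%). In other orders of the cells, those like cluster 4 were 10.8 to 51.6% at day 7, and those like cluster 5 3.30 to 12.1% at day 1. Where cells like cluster 4 held 81 cells of day 7, as in random order 1, the macrophage gene Apoe was among their leading genes. Without integration, cells like cluster 4 were 1.29% at day 3 and not found at days 5 and 7, so that day 1 was their peak, and cells like cluster 5 were 57.6% at day 1.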

Notably, proportions of both clusters 4 and 5 peaked one day after MI.

**Fig. 4:**
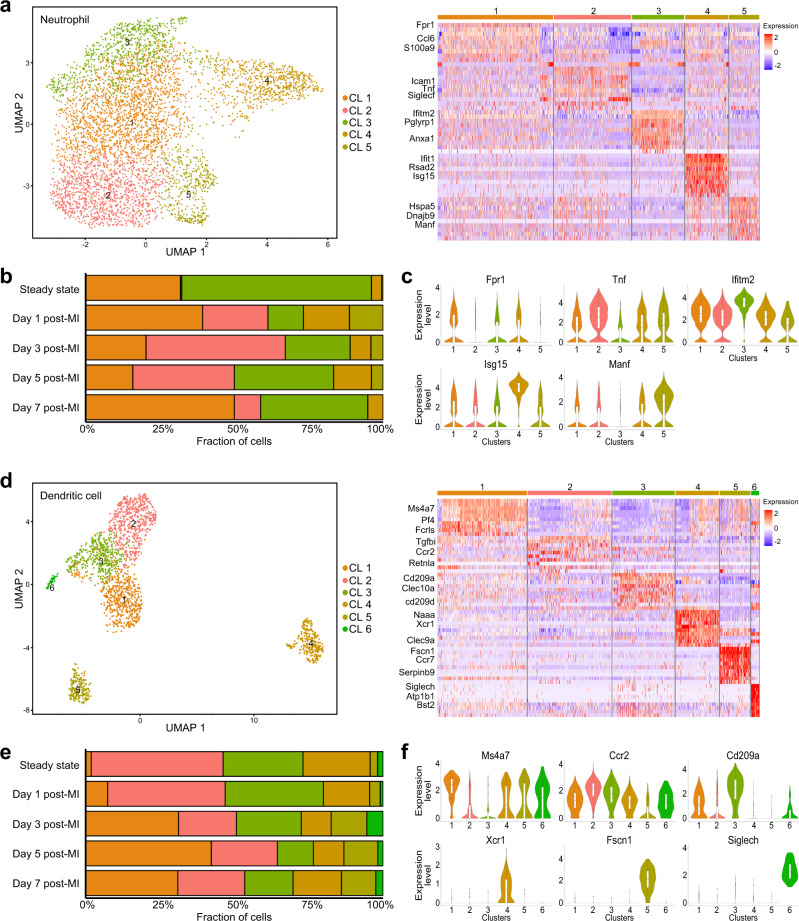
Neutrophil and dendritic cell subsets. **a** The UMAP visualization of 5135 neutrophils identified five distinct subsets (left panel). Each point represents a single cell, colored according to the sub-cluster assigned. In the right panel, the heatmap shows the top 10 most differentially expressed genes in each sub-cluster. Blue and red indicate lower and higher expression, respectively. Typical markers strongly and specifically associated with each sub-cluster are shown on the left. **b** Bar plot showing the proportions of cells in each of the 5 sub-clusters according to the time-point after MI. **c** Violin plots of the expression of *Fpr1*, *Tnf1*, *Ifitm2*, *Isg15*, and *Manf* in neutrophil sub-clusters (Cluster 1: 1864 cells; Cluster 2: 1243 cells; Cluster 3: 844 cells; Cluster 4: 698 cells; Cluster 5: 486 cells). **d** The UMAP visualization of 1921 dendritic cells identified 6 distinct subsets (left panel). Each point represents a single cell, colored according to the sub-cluster assigned. In the right panel, the heatmap shows the top 10 most differentially expressed genes in each sub-cluster. Blue and red indicate lower and higher expression, respectively. Typical markers strongly and specifically associated with each sub-cluster are shown on the left. **e** Bar plot showing the proportions of cells in each of the 6 sub-clusters according to the time-point after MI. **f** Violin plots of the expression of *Ms4a7*, *Ccr2*, *Cd209a*, *Xcr1*, *Fscn1*, and *Siglech* in DC sub-clusters. (Cluster 1: 541 cells; Cluster 2: 507 cells; Cluster 3: 377 cells; Cluster 4: 264 cells; Cluster 5: 184 cells; Cluster 6: 48 cells). Regarding the box polts of **c** and **f**, the lower whisker, lower hinge, box center, upper hinge, and upper whisker represent the minimum, lower quartile, median, upper quartile, and maximum calculated without outlier values which are more than 1.5× interquartile range of the lower and upper quartiles. Source data for **b**, **c** and **e**, **f** are provided in the Source Data file.

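The DC clusters, with the unnamed cluster that held both macrophage and Cd209a DC genes, gave 173 cells from the steady state, 308 from day 1, 391 from day 3, 575 from day 5 and 574 from day 7, 2021 in all. At the lowest resolution tried they formed 7 sub-clusters, and 5 of these took the names of the paper's clusters 2 to 6. Sub-cluster 2, of 598 cells, ranked highest for the genes of cluster 1, with the macrophage gene Ms4a7 at 1111 (1097 to 1126) CPM (ENSMUSG00000024672, chromosome 19 of GRCm38, 11321039 to 11336146). It was left unnamed because of neutrophil genes such as S100a8 among its leading genes. Its median cell had 30688 UMIs, and 21.6% of its cells were among the highest doublet scores. In all 6 other orders of the cells tried, a sub-cluster of 533 to 605 cells did take the name of cluster 1.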

Regarding DCs, six distinct sub-clusters were identified as per the sub-clustering analysis (steady-state: 160 cells; day 1: 309 cells; day 3: 349 cells; day 5: 568 cells; day 7: 535 cells; Fig. 4d). Three of them were predominant before MI (clusters 2, 3, and 4; 93.8% of the total DCs) but their proportions gradually decreased to 44.5% 5 days post-MI (Fig. 4e). 

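Cells like clusters 2, 3 and 4 were together 90.2% (156 of 173 cells, 95% interval 84.7 to 94.2) of the DCs in the steady state, 80.8% (76.0 to 85.1) at day 1, 42.5% (37.5 to 47.5) at day 3, 41.7% (37.7 to 45.9) at day 5 and 51.9% (47.7 to 56.1) at day 7. Cells like cluster 2, with Cd209a and Ccr2, fell from 69.4% (61.9 to 76.1) in the steady state to 32.2% (28.4 to 36.2) at day 5. Cells like cluster 4, with Xcr1, fell from 17.9% (12.5 to 24.5) to 6.91% (4.60 to 9.89) at day 3. Among the cells of the named DC clusters alone, a setting chosen after seeing the data, the sum at day 5 was 71.5%.

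**Figure D7:**
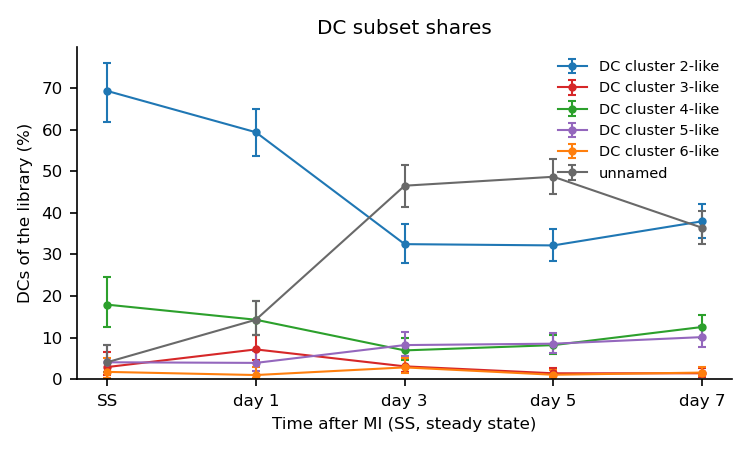
Share of each DC subset among the DCs of a library, in percent, at each time point, with 1 library per time point and exact 95% intervals for counting error. Cells like cluster 2 fall from 69.4% in the steady state, while unnamed cells reach 48.7% at day 5.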

In cluster 2, genes such as *Tgfbi* and *Ccr2* were upregulated, while cluster 3 showed a relatively higher expression of DC-SIGN (*Cd209a*) and MHC II molecules (*H2-DMa* and *H2-Aa*) (Fig. 4d). Additionally, cluster 4 showed a distinct transcriptional state with a high expression of *Xcr1* and *Clec9a*, suggesting that this population is composed of cDC1^23^. On the other hand, macrophage (*Ms4a7* and *Fcrls*) and migratory DC (*Fscn1* and *Ccr7*) signatures were detected in clusters 1 and 5, respectively (Fig. 4d); their abundance was relatively higher in the late phase than that in the early phase of MI (Fig. 4e). 

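Tgfbi, a matrix protein induced by TGF-β, was at 879.5 CPM in cells like cluster 2 and 154 in those like cluster 3, and Ccr2 at 757 and 909.9. The lectin Cd209a (ENSMUSG00000031494, chromosome 8 of GRCm38, 3743397 to 3748984) was at 659 (644 to 673) CPM in cells like cluster 2 and 629 (573 to 689.8) in those like cluster 3, with overlapping intervals. The class II chain H2-Aa was at 7302 and 1034 CPM, and H2-DMa, which helps to load peptides, at 694 and 844. Cells like cluster 3 numbered 55.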

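Xcr1, a chemokine receptor of cross-presenting DCs (ENSMUSG00000060509, chromosome 9 of GRCm38, 123852315 to 123862029), was at 161 (151 to 172) CPM in sub-cluster 3 and 2.07 (1.34 to 3.06) in cells like cluster 2. Clec9a, a receptor for actin exposed on dead cells, was at 116 (107 to 125) and 3.32. These cells were 14.3% (10.6 to 18.7) of the DCs at day 1, 8.17% (6.07 to 10.7) at day 5 and 12.5% (9.95 to 15.5) at day 7.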

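Macrophage genes marked sub-cluster 2, with Fcrls at 467 CPM, against 94.3 in cells like cluster 2. Its share of the DCs was 3.47% (1.28 to 7.40) in the steady state, 11.7% (8.32 to 15.8) at day 1, 28.9% (24.5 to 33.7) at day 3, 46.3% (42.1 to 50.4) at day 5 and 30.8% (27.1 to 34.8) at day 7, and most of its cells came from the cluster that held both macrophage and DC genes. Migratory DCs, which carry antigen to lymph nodes, held Ccr7 at 1915 CPM and the actin-bundling Fscn1 at 836. They were 4.05% (1.64 to 8.16) of the DCs in the steady state, 3.90% (2.03 to 6.71) at day 1, 8.18% (5.67 to 11.4) at day 3, 8.52% (6.37 to 11.1) at day 5 and 10.1% (7.76 to 12.9) at day 7, and the interval of day 7 lay above that of day 1 and overlapped that of the steady state. Without integration they were 4.35% at day 5 and 3.31% at day 7, where the interval overlapped that of day 1. The paper describes both kinds of cells as relatively more abundant late than early after MI.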

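Plasmacytoid DCs, which make type I interferon, formed a sub-cluster of 32 cells. Siglech (ENSMUSG00000051504, chromosome 7 of GRCm38, 55768178 to 55778925) was at 1239.6 (1147 to 1337) CPM there and 1.99 in cells like cluster 2, and Bst2, an antiviral membrane protein, at 2047 and 313. Their share of the DCs lay between 0.974% at day 1 and 2.81% at day 3, with intervals of all time points overlapping.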

Finally, cluster 6 was characterized by the upregulation of plasmacytoid DC marker genes such as *Siglech* and *Bst2* (Fig. 4d). The gene expression levels of typical cluster-specific genes are provided in Fig. 4f and Supplementary Data 4.

### The expression of Trem2 after MI

Previous studies showed the increased expression of *Trem2* in mouse hearts during atherosclerosis progression and regression^19,24^. In this study, immunohistochemistry also showed a gradual increase in the expression of Trem2 over time in the infarcted area after the induction of MI, which was almost absent in the steady state (Fig. 5a). Consistent with scRNA-seq, ST-seq, and immunohistochemistry results, western blotting showed that the expression of full-length Trem2 (~32 kDa) steadily increased, peaking 5 days post-MI and decreasing thereafter (Fig. 5b). Interestingly, the expression of the soluble form of Trem2 (sTrem2, ~18 kDa) increased after day 3 and peaked on day 7. The expression of total Trem2 (full-length Trem2 and sTrem2) peaked on day 5 (Fig. 5b). Therefore, we decided to investigate the main source of Trem2 in the heart; to investigate whether Trem2^hi^ macrophages are the major cell population responsible for the Trem2 expression pattern after MI, we performed a co-localization assay. Importantly, CD68^+^ macrophages increased markedly in the infarcted area and the Trem2 signals overlapped with those of CD68^+^, suggesting that Trem2 overexpression occurs mostly in macrophages (Fig. 5c). We also evaluated the secretion levels of sTrem2 in Trem2^hi^ and Trem2^low^ macrophages from days 3 and 5 post-MI and identified that sTrem2 was secreted only in Trem2^hi^ macrophages (Supplementary Fig. 12). Of note, the secretion level of sTrem2 on day 5 was significantly higher than that on day 3. Collectively, these results indicate that Trem2 is highly expressed by macrophages in the infarcted heart and sTrem2 is exclusively secreted from Trem2^hi^ macrophages.

**Fig. 5:**
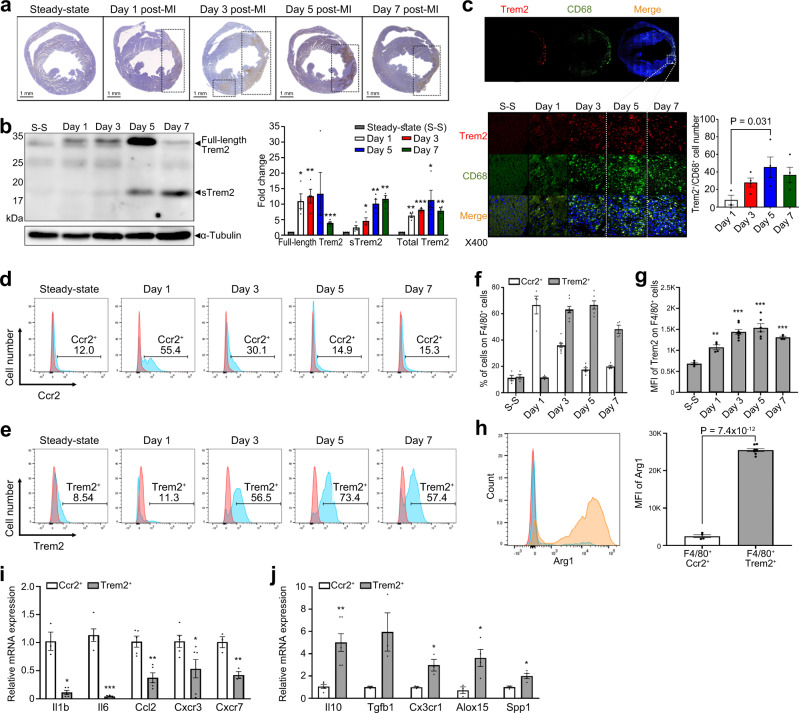
Orthogonal validation of the expression of Trem2 in the heart after MI. **a** Immunohistochemistry showed a gradual increase in the expression of Trem2 over time in the infarcted area after the induction of MI, almost absent in the steady-state. Results are representative of five different samples. **b** Western blot targeting Trem2 showed two bands: a 32 kDa sized one corresponding to the full-length Trem2 protein and an 18 kDa sized one corresponding to soluble Trem2 (sTrem2); 50 µg of infarcted heart tissue proteins were loaded onto each lane. Quantitative comparison of the full-length, soluble form, and total Trem2 expression, respectively (*n* = 4 for each group). Unpaired two-tailed t-test was used to determine the statistical significance. *P < 0.05, **P < 0.01, ***P < 0.001. **c** Co-localization assay for Trem2 and the macrophage marker CD68 in the infarcted area according to the time-point after MI. Cells were stained with the specific antibodies anti-Trem2 (red) and anti-CD68 (green). Nuclei were counterstained with DAPI (blue). Quantification of Trem2^+^/CD68^+^ cells in the infarcted area (*n* = 3 for day 1 post-MI; *n* = 4 for days 2, 5, and 7 post-MI). One-way ANOVA with two-tailed Dunnett test was used to determine the statistical significance. **d** Comparison of the expression of Ccr2, 1, 3, 5, and 7 days after MI by FACS. **e** Comparison of the expression of Trem2 1, 3, 5, and 7 days after MI by FACS. **f** Bars are divided to display the percentage of F4/80^+^ Ccr2 or Trem2 positive cells in the different experimental days (*n* = 4 for steady-state, days 1 and 7 post-MI; *n* = 8 for day 3 post-MI; *n* = 6 for day 5 post-MI). **g** Quantitative analysis of Trem2^+^ F4/80^+^ cells. The sample size is the same as (**f**). One-way ANOVA with two-tailed Dunnett test was used to determine the statistical significance. **P < 0.01, ***P < 0.001. **h** Comparison of Arg1^+^ cells within F4/80^+^Ccr2^+^ and F4/80^+^Trem2^+^ cells, 5 days after MI (*n* = 4 for F4/80^+^Ccr2^+^; *n* = 8 for F4/80^+^Trem2^+^). Unpaired two-tailed t-test was used to determine the statistical significance. **i** Comparison of mRNA expression levels of pro-inflammatory genes in F4/80^+^Ccr2^+^ macrophages at day 1 post-MI (*n* = 5) and F4/80^+^Trem2^+^ macrophages at day 5 post-MI (*n* = 6). Unpaired two-tailed t-test was used to determine the statistical significance. *P < 0.05, **P < 0.01, ***P < 0.001. **j** Comparison of mRNA expression levels of anti-inflammatory genes in F4/80^+^Ccr2^+^ macrophages at day 1 post-MI (*n* = 5) and F4/80^+^Trem2^+^ macrophages at day 5 post-MI (*n* = 6). Unpaired two-tailed t-test was used to determine the statistical significance. *P < 0.05, **P < 0.01. All of the bar charts are presented as mean ± SEM. Source data with exact *P* values for **b**, **c** and **f**–**j** are provided in the Source Data file.

### Trem2^hi^ macrophages accumulating in injured hearts late after MI are anti-inflammatory

We further characterized Trem2^hi^ macrophages in our MI mouse model. Single-cell suspensions obtained from the heart tissues were analyzed by flow cytometry. To specifically collect Trem2^hi^ macrophage subsets, we sorted the immune cells based on CD45 expression, and then the macrophage populations were selected using F4/80 antibody. Ccr2^hi^ macrophages and Trem2^hi^ macrophages, as major subsets in the early and late phases of MI, were then collected (Supplementary Fig. 13). The proportion of Ccr2^hi^ macrophages rapidly increased at day 1 post-MI and then declined over time (Fig. 5d), suggesting that monocyte-derived macrophages were recruited to the infarcted areas at early MI, which was consistent with a sub-clustering analysis of scRNA-seq data. In contrast, the proportion of Trem2^hi^ macrophages began to increase at day 3 and peaked 5 days after MI, indicating a specific dominance in late MI in the infarcted heart (Fig. 5e, f). Additionally, the mean fluorescence intensity of Trem2 in F4/80^+^ macrophages gradually increased after MI and peaked at day 5 (Fig. 5g).

To investigate the polarizing status of the Ccr2^hi^ and Trem2^hi^ macrophage subsets, we analyzed the expression levels of Arginase 1 (Arg1). Significantly higher levels of Arg1 were observed in Trem2^hi^ macrophages than in Ccr2^hi^ macrophages (Fig. 5h). In the quantitative reverse transcription-PCR analysis, Ccr2^hi^ macrophages exhibited higher expression levels of pro-inflammatory genes (cytokines: *Il1b* and *Il6*, chemokine: *Ccl2*, and chemokine receptors: *Cxcr3* and *Cxcr7*), whereas Trem2^hi^ macrophages expressed higher levels of anti-inflammatory genes (cytokines: *Il10* and *Tgfb1*, chemokine receptor: *Cx3cr1*, and enzyme: *Alox15*) (Fig. 5i, j). Of note, Trem2^hi^ macrophages also exhibited higher expression level of osteopontin (*Spp1*), which is related to pro-fibrotic potential in regulating post-MI LV remodeling^25,26^. These results indicate that Trem2^hi^ macrophages may have characteristics of anti-inflammatory macrophages. We further investigated the sTrem2 effects on macrophage polarization using thioglycolate-elicited peritoneal macrophages. sTrem2 treated pro-inflammatory macrophages showed decreased *Il12b* and *Nos2* expression (pro-inflammatory markers) and increased *Arg1* expression, suggesting that sTrem2 affects macrophage polarization (Supplementary Fig. 14). Collectively, these data demonstrate that Trem2^hi^ macrophages are dominant in the late phase of MI and possess anti-inflammatory characteristics.

### Improvement of left ventricular remodeling after in vivo injection of soluble Trem2

To verify the in vivo effects of sTrem2 on the remodeling after MI, we generated an injectable gelatin hydrogel (GH) mixed with sTrem2 as described previously^27^ and compared the changes in infarct size and echocardiographic LV systolic function among three groups of mice with MI: Those treated with PBS, those treated with GH alone, and those treated with GH mixed with sTrem2 (sTrem2-GH, 12 μg) (Fig. 6a). Importantly, based on the mechanical strength of GH, the crosslinking densities of GH alone and sTrem2-GH were fixed at 1.5 kPa. In vitro, the sTrem2 release profile test from sTrem2-GH showed that 70% of sTrem2 was released out of sTrem2-GH at day 1 and approximately 90% was cumulatively released over 7 days at a slow pace (Supplementary Fig. 15). Importantly, 28 days post-MI, echocardiography showed that the mice treated with sTrem2-GH had significantly higher left ventricular ejection fraction (LVEF), fractional shortening (FS), and lower end-systolic volume (ESV) than the mice treated with PBS or GH alone (Fig. 6c, d, Supplementary Table 2 and Movies 1–3). Histologically, the mice treated with sTrem2-GH showed less dilated and well-remodeled LV with thicker infarcted walls and lower fibrosis (Fig. 6b and Supplementary Fig. 16). The infarct size was also significantly smaller in sTrem2-GH-treated MI mice (26.0%) than that in PBS- (48.4%), and GH-treated (38.0%) mice (Fig. 6e) and an increased survival rate was observed in the mice treated with sTrem2-GH compared with other groups (Fig. 6f). Altogether, these results indicate that sTrem2 promotes the functional and structural improvements of infarcted hearts in vivo.

**Fig. 6:**
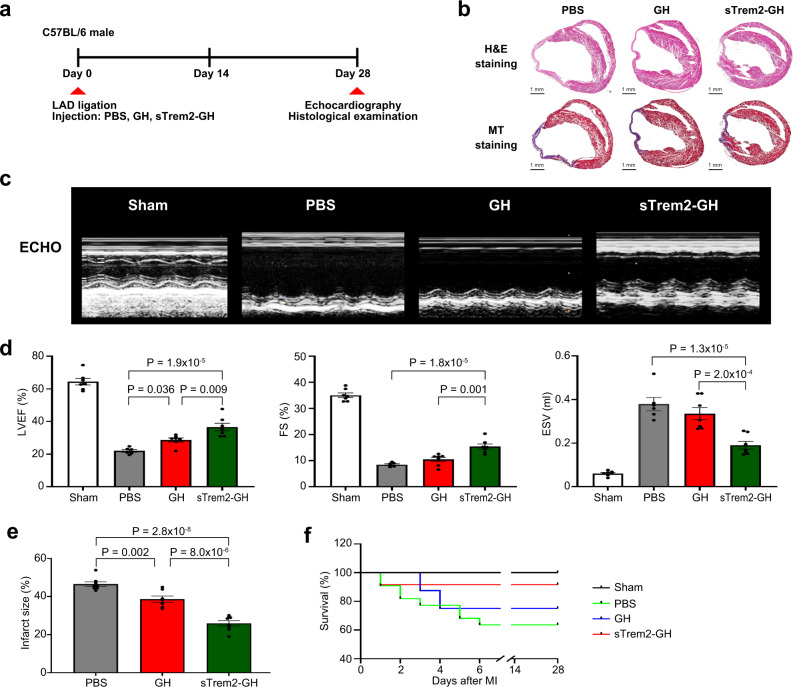
Effect of the injection of soluble Trem2 (sTrem2) on the heart of MI mouse. **a** Treatment schedule. We made an injectable gelatin hydrogel (GH) mixed with sTrem2 and then injected it at two sites of the peri-infarcted area after MI. PBS and GH alone were also administered to the control groups. Twenty-eight days post-MI, echocardiography, and histological examination were performed to evaluate the effects of sTrem2. **b** Hematoxylin and eosin (H&E) stained images (upper panel) and Masson’s trichrome (MT) stained images (lower panel) of heart tissues of PBS-, GH-, and sTrem2-GH-treated groups at day 28 post-MI. Severe LV dilation was prominent in the control PBS-treated group, while a significant attenuation of LV remodeling with less infarcted wall thinning was observed in the sTrem2-GH-treated group. Results are representative of three different samples. **c** M-mode echocardiography images of sham operation (*n* = 7), PBS- (*n* = 6), GH- (*n* = 7), and sTrem2-GH-treated (*n* = 7) groups at day 28 post-MI. Results are representative of four different samples. **d** Each bar plot represents the left ventricular ejection fraction (left), fractional shortening (middle), and end-systolic volume (right) of the different groups. One-way ANOVA with two-tailed Dunnett test was used to determine the statistical significance. **e** Quantification of the infarct size on day 28 post-MI in PBS- (*n* = 8), GH- (*n* = 7), and sTrme2-GH- (*n* = 8) treated mice. One-way ANOVA with two-tailed Dunnett test was used to determine the statistical significance. **f** Kaplan–Meier survival analysis after MI in sham-operated (*n* = 5), PBS- (*n* = 11), GH- (*n* = 11), sTrem2-GH- (*n* = 12) treated mice. All of the bar charts are presented as mean ± SEM. Source data for **d**–**f** are provided in the Source Data file.

## Discussion

In this study, we attempted to identify the heterogeneity and spatiotemporal dynamics of leukocytes at a single-cell level in the mouse heart after the induction of MI using longitudinal scRNA-seq and ST-seq. Our data support four major conclusions: First, leukocytes are heterogeneous in the heart tissues with respect to not only inter-cell (12 broad cell populations) but also intra-cell (16 monocytes/macrophage subsets, 5 neutrophil subsets, and 6 DC subsets) populations; second, leukocyte populations after the initiation of MI are remarkably dynamic, changing depending on the cell type or cell subpopulations; third, the single-cell trajectory analysis supports a sequential differentiation from Ly6c2^hi^ monocytes to Late-Mφ rather than the obsolete dichotomous M1-M2 paradigm; fourth, in the late phase of MI, the number of Trem2^hi^ macrophages abundantly expressing anti-inflammatory signature genes is significantly increased in the infarcted heart tissues and the soluble form of Trem2, the expression of which increased after the peak of full-length Trem2 expression, significantly improves remodeling and cardiac function in the infarcted heart. Altogether, our results demonstrate that the cellular components of the immune system in the mouse heart are heterogeneous and have plasticity in response to ischemic injury. These findings can provide a rich resource to explore the molecular targets and underlying mechanisms of tissue repair after MI and thus may guide the development of novel therapeutic strategies aimed at enhancing myocardial repair and regeneration.

Macrophages are composed of several heterogeneous subpopulations and recent investigations adopting single-cell technologies have already implicated some macrophage subsets in injured hearts^9–11,24,28^. However, the whole picture concerning macrophage heterogeneity as well as the functions of each subset in the repair of infarcted tissues following MI are still unknown. Therefore, we explored the subpopulations of the monocytes/macrophages defined by scRNA-seq and identified 16 subsets. These subsets included Lyve1^hi^ and Mhc-II^hi^ steady-state macrophages, pro-inflammatory monocytes and macrophages identified 1 and 3 days post-MI (Early-Mφs), macrophages identified 5 and 7 days post-MI (Late-Mφs) as well as several minor populations (non-classical monocytes, IFN-Mφs, and proliferating-Mφs); they were enriched in the infarcted area at different time-points after MI. Notably, SS-Mφ populations decreased after MI and were restored on days 5–7. Considering the previous study, which reported that resident cardiac CCR2^-^TIMD4^+^ Mφ (SS-Mφ1 in this study) were maintained independently of monocytes, while CCR2^+/−^TIMD4^−^ MHCII^hi^ Mφ (SS-Mφ2 in this study) were fully or partially replaced by monocyte over time^9^, SS-Mφ1 might be restored due to proliferation of the remaining resident cells, while SS-Mφ2 might be replaced. Further in-depth analysis using fate-mapping will provide their conclusive origin. We also identified a macrophage subset, Trem2^hi^ macrophages with anti-inflammatory characteristics, specifically dominant in the late phase of MI in the infarcted heart. Pseudo-time analysis is an approach used to investigate the path and progress of individual cells undergoing differentiation^21^. Although our inferred trajectories harbored a limitation that Ly6c2^hi^ monocytes were artificially designated into root state with simple tree-structure models^29^, the pseudo-time analysis of monocytes/macrophages matched the order of sampling time-points after MI, supporting a sequential differentiation from Ly6c2^hi^ monocytes to Late-Mφ rather than the conventional dichotomous M1–M2 paradigm.

Trem2 is a member of the immunoglobulin superfamily that propagates activation signaling via the adaptor proteins DAP10 and DAP12^30^. Previous studies have reported that Trem2 signaling induces significant changes in cellular phenotypes and functions, such as the induction of phagocytosis, restriction of inflammation, and promotion of macrophage survival under tissue damage conditions^30–34^. Moreover, previous scRNA-seq studies showed the Trem2^hi^ macrophage population in the mouse heart during atherosclerosis progression and regression^19,24^. In addition, recent studies suggested that Trem2 is a potential therapeutic target to modulate immunosuppressive tumor-associated macrophages^35,36^. However, the infiltration behavior and impact of Trem2^hi^ macrophages on MI healing have never been investigated. Herein, we showed the increased infiltration of Trem2^hi^ macrophages specifically in the late phase of MI, not only using scRNA-seq, but also via orthogonal analyses such as immunohistochemistry, immunocytochemistry, western blotting, flow cytometry, and qRT-PCR. Of note, a higher expression of anti-inflammatory signature genes was observed in Trem2^hi^ macrophages, suggesting anti-inflammatory macrophage characteristics. We used an antibody against the C-terminal Trem2 for western blotting analysis, which could detect both full-length and sTrem2. sTrem2 was reported to be detected in human cerebrospinal fluid^37^, and the estimated molecular weight of sTrem2 is ~17 kDa, which matches the size of the lower band (18 kDa) observed in this study. Curiously, while the expression of full-length Trem2 peaked at day 5 post-MI, that of sTrem2 was elevated afterward, suggesting that sTrem2 in the injured heart was generated as a proteolytic by-product of Trem2 rather than via alternative splicing^38,39^. Importantly, when we used an injectable gelatin-based hydrogel, which provided physical support for the infarcted myocardium and an appropriate microenvironment for simultaneously delivering biomolecules^27^, the injection of sTrem2 with GH into the peri-infarct area of MI in mice resulted in higher LVEF/FS, lower ESV, and morphologically less dilated and well-remodeled LV than those in control animals, supporting the inflammation-modulating function and anti-remodeling effect of Trem2 in vivo. Further studies are, however, needed to systematically evaluate the Trem2^hi^ macrophage origin, the cells affected by sTrem2, and the related intracellular signaling pathways, to enable a better understanding of its regenerative effect in infarcted hearts, before conducting human clinical trials.

In addition to macrophages, other leukocyte subpopulations are also worth noting in the context of post-MI immune responses. The neutrophil sub-clusters 2 and 3 were relatively abundant at days 3 and 5 post-MI, and their transcriptional states were coherent with those of Siglecf^hi^ and Siglecf^low^ neutrophils reported by Vafadarnejad et al^12^. Importantly, both Siglecf^hi^ and Siglecf^low^ neutrophils have been reported to be major subsets at days 3 and 5 post-MI^12^. Sub-cluster 2 (enriched genes: *Icam1* and *Siglecf*) was rarely present in the steady-state (1 of 204 neutrophils, 0.5%) but abundant after the induction of MI. *Icam1* can enhance effector functions such as ROS production and phagocytosis;^40^ importantly, such functions were observed in SiglecF^hi^ICAM^hi^ compared with SiglecF^low^ICAM^low^ neutrophils^12^. Therefore, the transcriptional signature of the neutrophil sub-cluster 2 might be acquired after MI and have an important function in the modulation of immune responses. Moreover, among the DC subsets, the abundance of sub-clusters 1 and 5 (migratory signature) was relatively higher in the late phase after MI. Although we were unable to discover the biological functions in detail herein, previous studies have reported that migratory DCs characterized by *Fscn1* expression are associated with the dampening of immune responses^41,42^. Nevertheless, further in-depth exploration of a sufficient number of neutrophils and DCs during MI progression would be helpful to discover novel therapeutic targets to develop innovative treatments for MI.

We further explored the longitudinal spatial transcriptome profiles of the ischemic injured mouse heart, from day 1 to day 7 post-MI, using ST-seq. ST-seq incorporates unbiased gene expression profiles for tissue sections with morphological context, offering a much deeper understanding of immune cell infiltration^43^. Although ST-seq used in this study does not provide spatial expression profiles at true single-cell resolution (1–10 cell resolution on average per spot), ST-seq analysis with deconvolution algorithm indicated that the proportions of monocytes, neutrophils, and macrophages increased or decreased in a time-dependent manner, which was consistent with previous reports^15^. Moreover, they were concentrated in the infarcted area, indicating that these cell populations were recruited to the injured heart tissues after MI. Interestingly, among the macrophage subsets defined by scRNA-Seq, Early-Mφ, Transient-Mφ, and Late-Mφ populations were enriched in the infarcted area, while SS-Mφ1 cells were dispersed in the heart at all time points after MI. Considering that tissue-resident macrophages can prevent fibrosis, promote electrical conduction, and facilitate the healing of injured areas^44,45^, SS-Mφ1 might contribute to modulating the immune responses in a way different from the other macrophage subsets. Although less prominent, fibroblasts and DCs, which are known to be involved not only in tissue homeostasis but also in repair and regeneration of the heart^46^, were relatively abundant in the infarcted area, suggesting that they may also be involved in infarcted tissue repair.

In conclusion, we present a comprehensive single-cell and spatial transcriptomic landscape of infarcted hearts following MI. We explore the spatiotemporal dynamics of macrophage heterogeneity and the potential function of Trem2^hi^ macrophages in cardiac tissue repair. Our data make important contributions to the current understanding of MI-driven immune responses, and further investigations and discovering the regulatory factors of the Trem2 signaling pathway will help establish novel therapeutic strategies for post-MI HF.

## Methods

### Ethical considerations

All animal experiment procedures were conducted in compliance with the approval of the Institutional Animal Care and Use Committee (IACUC) at the Catholic University School of Medicine (CUMC-2018-0035-07).

### Animal models

We used male wild-type 7–8 week-old C57BL/6 mice purchased from Orient Bio (Gyeonggido, Korea). Mice were housed in a specific pathogen-free facility maintained on a 12 h light-dark cycle at 20–26 °C and 50 ± 10% humidity. Mice weighting 20–22 g were anesthetized with an intraperitoneal injection of a mixture of Zoletil (30 mg/kg; Zoletil 50, Virbac, France) and xylazine (10 mg/kg; Rompun, Bayer HealthCare, Leverkusen, Germany). Mechanical ventilation was carried out using a Harvard Apparatus ventilator and supplemental oxygen to maintain general anesthesia. Mice were intubated with BD Angiocath plus 22GA and placed in an operating table. After a left-sided thoracotomy, experimental MI was induced by permanent ligating the proximal portion of left anterior descending artery (LAD). The protein of soluble Trem2 (sTrem2, mouse trem2 aa 12–171 His_N-term) was purchased from LifeSpand BioSciences (LSBio, Seattle, WA, USA). To evaluate the efficacy of sTREM2, mice were injected with PBS, gel, or gel containing 12 μg sTrem2 into the myocardium at the infarct border zone after the LAD ligation. Each treatment was injected at two sites of the peri-infarcted area (10 μL per site), right after MI^47,48^. Echocardiography was performed using an Affinity 50 imaging system (Philips, Florida, USA) 28 days after MI. Mice were initially anesthetized with 5% isoflurane and then anesthetized with 1% isoflurane during the echocardiography procedure to maintain the heart rate. The ejection fraction (EF) and fractional shortening (FS) were calculated from M-mode tracings at the level of the papillary muscles to enable consistent measurement at the same anatomic location in different mice.

### Cell staining and flow cytometry

For flow cytometric analysis, heart tissues were digested with collagenase type II solution (Worthington Biochemical Corporation, USA) at a concentration of 500 unit/ml for 40 min at 37 °C and homogenized in gentleMACS Dissociator (Miltenyi Biotec, USA). After homogenization, the tissues were passed through a 40 μm cell strainer, washed with HBSS Buffer, and resuspended in FACS staining buffer. For FACS analysis, the following antibodies were used: FITC anti-mouse CD45 antibody (1 μg/mL; BD; #553080), BV421 anti-mouse Ccr2 (1 μg/mL; BioLegend; #150605), APC anti-human/mouse Trem2 (1 μg/mL; R&D system; #FAB17291A), and PE-Cy7 anti-human/mouse Arg-1 (1 μg/mL; Invitrogen; #25-3697-82). CD45 positive cells were sorted by flow cytometry sorter (Beckman coulter, USA). After staining each sample, FACS analysis was performed using the FACS Canto II (BD) and Flow-jo software (TreeStar Inc., USA).

### Single-cell RNA sequencing library construction

The single-cell library preparation relied on a commercially available droplet method using the 10× Genomic Chromium System (10× Genomic Inc., San Francisco, CA) and Single Cell 3′ v3 Reagent Kit (10× Genomics Inc.) according to the manufacturer’s protocol. In brief, dissociated cells were counted by hemocytometer (ThermoFisher) and 16,000 cells per sample were added to each channel. The cells were then partitioned into gel beads in emulsion (GEMs) in the Chromium instrument, where cell lysis and barcoded reverse transcription of RNA occurred. cDNA was synthesized and amplified for 14 cycles. cDNA clean-up was performed using a SPRIselect Reagent Kit (Beckman Coulter, Brea, CA). 50 ng of the amplified cDNA were used for each sample to construct indexed sequencing libraries. Sequencing libraries were sequenced on an Illumina HiSeq2500 platform. This resulted in an average read depth of 93,445 reads/cell (steady-state: 77,078 reads/cell; day 1 post-MI: 87,068 reads/cell; day 3 post-MI: 143,667 reads/cell; day 5 post-MI: 84,228 reads/cell; day 7 post-MI: 75,185 reads/cell).

### Single-cell RNA sequencing data analysis

The sequenced data were processed into expression matrices with the Cell Ranger Single Cell software suite v3.0.1 by 10× Genomics. Raw base-call files from HiSeq2500 sequencer were demultiplexed into library-specific FASTQ files using Cell Ranger *mkfastq* option. Sequencing reads were mapped to the mm10 version 3.0.0 reference, downloaded from the 10× Genomics (https://support.10xgenomics.com/single-cell-gene-expression/software/downloads/latest). Subsequently, cell barcodes and unique molecular identifiers underwent filtering and correction. Reads associated with the retained barcodes were quantified using Cell Ranger *count* option and used to build a transcript count table.

Bioinformatics processing of the scRNA-sequencing data was performed with the R package Seurat (version 3.2.0)^13^. To exclude low-quality cells in scRNA-sequencing, we filtered cells with an expressed gene count fewer than 2% or greater than 98%. Additionally, cells in which more than 10% of reads corresponded to mitochondrial genes were removed. Data was log-normalized and highly variable features were identified based on a variance stabilizing transformation (VST) method. All datasets (steady-state, day 1, 3, 5, and 7) were then integrated using the canonical correlation analysis (CCA) method, “FindIntegrationAnchors” and “IntegrateData” functions in Seurat. Principal components analysis (PCA) was performed on the integrated datasets. Based on the top 40 principal components (PCs), graph-based clustering was performed using the shared nearest neighbor (SNN) modularity optimization with resolution set to 1.4, and all cells were classified into 34 clusters. Clustering data was then applied followed by uniform manifold approximation and projection (UMAP) allowing the visualization of identified clusters in UMAP plots^49^. Each cell cluster was annotated for their cell type using the SingleR R package^14^ (version 1.2.4) and/or assessment of well-known cell-type specific markers. Isolated clusters of cells that expressed the endothelial markers (*Pecam1* and *Kdr*) or fibroblast markers (*Col1a1* and *Col1a2*) were removed from the further analysis as it was likely due to cellular contamination during FACS. Cell cycle analysis was performed by using the “CellCycleScoring” function in Seurat. Differentially expressed gene (DEG) analysis was used to identify significantly differentially expressed genes within each cluster using the logistic regression test for significance and an average log_e_ fold-change. Only genes with a positive average log_e_ fold-change value (greater than 0.25) and an adjusted *P* value lower than 0.05 were kept in the analysis. Raw sequencing data generated for scRNA-sequencing have been deposited in Gene Expression Omnibus (GEO) under accession number GSE163129.

Pseudotime trajectories of differentiation were generated using the Monocle3 R package^50^ (version 0.2.3). Pseudotime analysis proceeds on the basis that cells undergo biological processes in an asynchronous manner, and thus that cells can be ordered along a calculated trajectory to infer the transcriptional changes throughout the process. Ly6c2^hi^ monocyte was set as a root of the trajectory, and genes that were most differentially expressed in identified clusters were used to assign pseudotime values to individual cells.

### Spatial transcriptome sequencing (ST-seq)

Frozen samples from day 1, 3, 5, and 7 post-MI were embedded in OCT (TissueTek), and cryosectioned into 10 μm slices at −10°C. Sections were placed on chilled Visium Spatial Gene Expression slide (10× Genomics), and adhered by warming the back of the slide. Tissue sections were then fixed in chilled methanol and stained according to the manufactures guideline. Tissues were permeabilized for 30 (Day 1), 6 (day 3), 18 (Day 5), and 12 min (Day 7), which was selected as the optimal time based on Visium Tissue Optimization experiments. For tissue optimization experiments, fluorescent images were taken with a TRITC filter using a confocal microscopy LSM800 (Carl Zeiss, Oberkochen, Germany). Brightfield histology images were taken using a 10× objective on an Olympus BX51 microscope with OlyVia software (Olympus, Tokyo, Japan). cDNA libraries were generated using Visium Spatial Gene Expression slide & Reagent Kit according to the manufacturer’s instruction (10X Genomics), and sequenced on a NovaSeq 6000 system (Illumina). This resulted in an average read depth of 90,805 reads/spot (day 1 post-MI: 88,083 reads/ spot; day 3 post-MI: 94,479 reads/spot; day 5 post-MI: 105,089 reads/ spot; day 7 post-MI: 75,568 reads/ spot).

Low FASTQ files and Hematoxylin and Eosin (H&E) stained images were processed using Space Ranger software v1.0.0 (10X Genomic). For mapping of the sequencing data, the mm10 version 3.0.0 *mus musculus* reference genome was used. Raw sequencing data generated for ST-seq have been deposited in Gene Expression Omnibus (GEO) under accession number GSE165857. Bioinformatics processing of the ST-seq data was performed with the R package Seurat (version 3.2.0)^13^. In brief, normalization (“SCTransform” function), dimensionality reduction (“RunPCA” function), graph-based clustering (“FindNeighbors” and “FindClusters” functions with 15 PCs), UMAP visualization and DEGs analysis was conducted with default parameters. To infer the cell-type composition of each spot, we applied SPOTlight (version 0.1.7)^16^ with default parameters. In brief, clusters of the scRNA-seq data were used to train the SPOTlight. Gene set was the union between the marker genes of the cell types along with the top 3,000 variable genes. All markers were used to initialize the model basis, and unit variance normalization was carried out. Cell types contributing <3% to the spot’s predicted composition were considered fitting noise and were set as 0.

Signature scores were calculated by taking the mean of the scaled and centered expression value across multiple signature genes using the “AddModuleScore” function in Seurat. Cell type signature scores were generated using the following marker genes for each cell type: cardiomyocytes (*Myh7*, *Myh6*, *Actn2*, *Nkx2-5*, *Tnni3*, *Tnnt2*), endothelial (*Cdh5, Ly6c1,* and *Kdr*) and fibroblast (*Col1a1*, *Pdgfra*, and *Lamc1*).

### Histological and immunohistochemistry analysis

The excised heart tissues were fixed in 4% paraformaldehyde and embedded in paraffin. Tissue blocks were cut into 4 μm serial sections for histological analysis. The sections were stained with hematoxylin and eosin (H&E) and Masson’s trichrome (MT) according to the manufacturer’s protocol, and myocardial fibrosis and the infarct size were determined by using a digital pathology scanner (Aperio AT Turbo, Leica Biosystems, Germany). For immune-histochemical analysis, after blocking in 10% normal horse serum (Vector Laboratories, USA), the sections were incubated overnight at 4 °C with anti-TREM2 (1:200; Abcam, UK; #ab175525) diluted in PBS. The DAB was used to visualize according to the manufacturer’s specifications (DAB chromogen, GBI Labs, USA).

### Co-localization assay

To confirm Trem2 and macrophage Co-localization, the sections performed heat-induced antigen retrieval with Tris/ EDTA buffer pH 9.0 (Abcam). After blocking in 10% normal horse serum (Vector Laboratories, USA), the sections were incubated overnight at 4 °C with anti-CD68 (Abcam; #ab53444) and anti-TREM2 antibody diluted in PBS (1:200). On the second day, secondary antibodies, Alexa 488 anti-rat antibody (1:500; Invitrogen; #A11006) or Alexa 594 anti-Goat antibody (1:500; Invitrogen; #A32758), were treated for 1 h at room temperature. Then, DAPI staining were conducted. Mounting solution used the Aqua-mount solution (DAKO). The stained sections were examined under a confocal microscope (LSM700, ZEISS, Germany).

### Western blotting assay

Total protein was extracted from mouse infarct tissue in lysis buffer (RIPA buffer containing a proteinase inhibitor cocktail). Fifty micrograms of total protein were electrophoretically separated on a 12% sodium dodecyl sulfate-polyacrylamide gel and transferred to a polyvinylidene difluoride membrane using a Trans-Blot Turbo transfer system (Bio-Rad). The membrane was blocked in TBST buffer (10 mM Tris-HCl (pH 8.0), 150 mM NaCl, and 0.02% Tween 20) containing 5% skim milk and then incubated with anti-TREM2 and anti-alpha tubulin (Abcam; #ab125267) antibodies, diluted 1:1000 in 5% skim milk, respectively. The membrane was then incubated with horseradish peroxidase-conjugated anti-mouse (1:5000, Cell Signaling Technology; #7076S) and anti-rabbit secondary antibodies (1:5000; Cell Signaling Technology; #7074S). Specific protein bands were visualized with an enhanced chemiluminescence system (Amersham, Heights, IL, USA) and quantified using ImageJ software.

### Expression of mRNA

Total RNA from Ccr2^+^ or Trem2^+^ sorted cells was extracted using RNeasy mini kit (Qiagen, Valencia, USA) according to the manufacturer’s protocol. Total RNA was reverse transcribed using reverse transcriptase (Roche, USA). cDNA samples were subjected to real-time quantitative RT-PCR (qRT-PCR) analyses with specific primers for *Il1b*, *Il6*, *Il10*, *Alox15*, *Cx3cr1*, *Cxcr3*, *Cxcr7*, *Ccl1*, *Ccl2*, *Tgfb1*, and *Spp1* (Supplementary Table 3) using a Bio-Rad CFX96 Real-Time PCR detection system (BIO-RAD Laboratories, Inc., Hercules, CA, USA). The Gapdh was amplified as an internal control. Expression level was calculated by ΔΔCt method, and fold changes were obtained using the formula 2^−ΔΔCt^. All samples were run in triplicate.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Reporting Summary

## Data Availability

The scRNA-seq and ST-seq data sets generated in this study have been deposited in the Gene Expression Omnibus under accession numbers GSE163129 and GSE165857, respectively. Sequencing reads were mapped to the mm10 version 3.0.0 reference, downloaded from the 10x Genomics (https://support.10xgenomics.com/single-cell-gene-expression/software/downloads/latest). Source data are provided with this paper.

## Code availability

All codes used in this manuscript are based on 10X Genomics and public library packages that are listed in the “Methods” section. Relevant codes used for data analysis are available from https://github.com/Junglab-CMC/Macrophage-heterogeneity-after-MI.

# Supplementary material for: Spatiotemporal dynamics of macrophage heterogeneity and a potential function of Trem2hi macrophages in infarcted hearts
**Source:** Nat Commun. 2022 Aug 6;13:4580. doi: 10.1038/s41467-022-32284-2
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

File Name: Supplementary Data 1.

Description: Significantly enriched genes in each 12 broad cell cluster. Logistic regression framework was used to determine differentially expressed genes. “Avg_logFC” is log fold-change of the average expression between the two groups. Positive values indicate that the feature is more highly expressed in the target cluster. “pct.1” is the percentage of cells where the feature is detected in the target cluster. “pct.2” is the percentage of cells where the feature is detected in the other clusters. “p_val_adj” is an adjusted p-value, based on bonferroni correction using all features in the dataset.

File Name: Supplementary Data 2.

Description: Significantly enriched genes in each macrophage subset. Logistic regression framework was used to determine differentially expressed genes. “Avg_logFC” is log fold-change of the average expression between the two groups. Positive values indicate that the feature is more highly expressed in the target cluster. “pct.1” is the percentage of cells where the feature is detected in the target cluster. “pct.2” is the percentage of cells where the feature is detected in the other clusters. “p_val_adj” is an adjusted p-value, based on bonferroni correction using all features in the dataset.

File Name: Supplementary Data 3.

Description: Significantly enriched genes in each neutrophil subset. Logistic regression framework was used to determine differentially expressed genes. “Avg_logFC” is log fold-change of the average expression between the two groups. Positive values indicate that the feature is more highly expressed in the target cluster. “pct.1” is the percentage of cells where the feature is detected in the target cluster. “pct.2” is the percentage of cells where the feature is detected in the other clusters. “p_val_adj” is an adjusted p-value, based on bonferroni correction using all features in the dataset.

File Name: Supplementary Data 4.

Description: Significantly enriched genes in each dendritic cell subset. Logistic regression framework was used to determine differentially expressed genes. “Avg_logFC” is log fold-change of the average expression between the two groups. Positive values indicate that the feature is more highly expressed in the target cluster. “pct.1” is the percentage of cells where the feature is detected in the target cluster. “pct.2” is the percentage of cells where the feature is detected in the other clusters. “p_val_adj” is an adjusted p-value, based on bonferroni correction using all features in the dataset.

File Name: Supplementary Movie 1:

Description: Echocardiogram of mouse treated with PBS. Parasternal short axis view at the papillary muscle level was obtained to evaluate the LV wall motion at day 28 post-MI.

File Name: Supplementary Movie 2: Echocardiogram of mouse treated with GH alone. Parasternal short axis view at the papillary muscle level was obtained to evaluate the LV wall motion at day 28 post-MI.

File Name: Supplementary Movie 3:

Description: Echocardiogram of mouse treated with sTrem2-GH. Parasternal short axis view at the papillary muscle level was obtained to evaluate the LV wall motion at day 28 post-MI.

How the deposited data were processed for this re-analysis (not part of the article)

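Leukocytes sorted by CD45 from mouse hearts in the steady state and at days 1, 3, 5 and 7 after MI were measured by 10x Genomics single-cell RNA sequencing, with 1 library per time point. After MI the cells came from the infarct and peri-infarct areas by the paper's account, where the sample labels give the infarcted area. The authors aligned the reads to the mouse genome build mm10 with Cell Ranger 3.0.1, kept its filtered barcodes, and deposited raw UMI counts per gene and barcode, with no normalization. The main text and the sample labels do not state the number of mice behind a library. Spatial sections, cultured cells and mice given soluble Trem2 are not part of these counts and were left out.

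The files held 47459 barcodes and 31053 genes. Within each library, barcodes were kept with detected genes between the percentiles 2 and 98, which lay at 371, 350.0, 409, 493 and 411 for the lower and 5066, 5204, 7836, 6759 and 6141 for the upper limit in time order, and with at most 10% mitochondrial UMIs. Values were log-normalized, 2000 variable genes were taken by the variance-stabilizing method, and the libraries were integrated over 30 dimensions by anchors from canonical correlation analysis with Seurat 5.3.0, SeuratObject 5.2.0 and Matrix 1.6.5 in R 4.3.3. A shared nearest neighbour graph on 40 PCs was clustered by the Louvain method at a resolution of 1.4. Other steps ran in Python 3.11.15 with scanpy 1.11.5, anndata 0.12.19, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

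Clusters took the name of the marker list, of 21, with the highest score. The score is the mean over a list's genes of their CPM relative to the highest cluster, or to 50 CPM where that is higher. A cluster was left unnamed when at least 3 of its 10 leading genes, and more than were its own, marked another lineage, or when more of its leading genes against cells outside its lineage marked another lineage than its own. It was also left unnamed when fewer than 3 of its markers were detected, or when none of its leading genes was its own and its median UMI count was under 1 in 3 of its library's. In sub-clusters the comparison with cells outside the lineage was not used, and those with no listed gene in the lead also needed a score 1.5 times the next and at most 95% of their cells from 1 library. Endothelial and fibroblast clusters were removed (71, 47, 47, 79 and 158 cells in time order). Monocytes/macrophages were clustered again on 40 PCs, and neutrophils and DCs on 20, each without the genes on the lists of their subsets (69, 25 and 34 genes), at the lowest resolution from 0.2 to 2.0 whose number of clusters lay nearest to the paper's. The cells stood in the order of the files. This gave resolutions of 0.5, 0.2 and 0.2. SingleR and Monocle3 were not at hand, so names came from the lists and the order of cells from diffusion pseudotime in scanpy, with 30 neighbours and 10 diffusion components.

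Gene levels were computed for classes with at least 50 cells in a library, and shares of cells with a UMI after thinning to 2000 UMIs. Cells with fewer UMIs than the thinned number were left out of these shares. Log2 ratios had 0.5 counts added to each sum. A list's median is also given with 3 counts in place of 0 in a library where that changes it. The named genes are the 12 with the highest and the 12 with the lowest log2 ratio at each day in monocytes/macrophages, and at day 1 in neutrophils, among genes with at least 100 CPM in either library. They exclude mitochondrial, ribosomal protein, immunoglobulin and haemoglobin genes, unnamed gene models and genes with a 10-fold higher level in another class. Named as well are the genes that the paper names in its single-cell results and the members of 18 gene lists, for resident macrophage, MHC class II presentation, lysosome and lipid handling, glycolysis, hypoxia response, interferon-stimulated, inflammatory cytokines and chemokines, anti-inflammatory and repair, Nrf2 and haem response, efferocytosis receptors and bridges, extracellular matrix, S phase, G2 and M phase, dissociation stress, serous cavity macrophage, qRT-PCR genes of Fig. 5, neutrophil ageing and activation and unfolded protein response. Members of a list count as measured at 5 CPM or more in any library. Gene coordinates come from GENCODE release M21 for GRCm38 (150 of 150 genes found).

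With no replicate per time point, no test between time points was made and no spread between mice is known. The median depth of the kept cells ran from 3961 to 17540.5 UMIs. The calls of ratios were tested on simulated data, drawn from the steady-state levels of 9276 genes of monocytes/macrophages and 8015 of neutrophils at the depth of each library, with 50 genes set 3-fold higher and 50 set 3-fold lower. In monocytes/macrophages 100.0% of the higher and 100.0% of the lower genes were called, and intervals held the true ratio for 90.0 to 98.0% of the genes set lower. The simulated sums were independent Poisson counts, so the test says nothing on spread between cells or mice.

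Alternatives set before the data were examined were limits on genes taken over all libraries together, a mitochondrial limit of 5%, no integration, a resolution of 0.8, 20 PCs, listed genes kept in the clustering, median-of-ratios size factors, the mean of CPM per cell, a minimum of 50 CPM, thinning to 1000 UMIs or none, and 15 PCs for pseudotime. Size factors multiplied the CPM of monocytes/macrophages by 0.730, 1.06, 0.873, 0.943 and 0.870 in time order. Scrublet's own threshold called 3 of 40331 cells as doublets, so dropping its calls was left out. In its place the highest 6% of its scores per library were dropped. This and the alternatives of named clusters only, of naming neutrophil sub-cluster 4 by its score, of adding the cluster with Ppbp to the gene levels, of adding the cluster with macrophage and DC genes to the DCs and of leaving out the sub-cluster with neutrophil genes were chosen after seeing the data. So were other orders of the cells in the sub-clustering, sorted by name and in 5 random orders. They were run because a repeat with the cells sorted by name gave other sub-clusters, and the order of the files, which was run first, was then kept with both results known.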

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

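The tests of random pairs and of free RNA for cells with both macrophage and B cell genes, of free RNA from neutrophils, of the monocytes as the only source of neutrophil genes, and of second cells and pericardial macrophages for sub-cluster 10 were chosen only after the result was seen. Each result here is a signal in cells or genes that the text of the paper does not report on, and its supplementary gene lists were read in part only.

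At day 5, 578 cells held the genes of macrophages (Pf4, F13a1) together with those of B cells (Cd79a, Ms4a1), a kind of cell the paper does not name. Random pairs in a droplet would be fewer than the B cells themselves, but there were 7.71 such cells per B cell at day 5, against 0.370 in the steady state, 0.315 at day 1, 1.27 at day 3 and 6.15 at day 7, and 1.46 cells with macrophage and neutrophil genes per neutrophil. Over all libraries, 19.8% of these cells were among the highest 6% of doublet scores. Their median cell had 1.54 times its library's median UMIs, as a second cell in the droplet would give. Free RNA from B cells would reach all droplets, but 64.6% of the day 5 barcodes with macrophage markers, whatever their cluster, held no UMI of the B cell markers, against 12.5% for uptake in proportion to UMIs. The quality limits did not make the pattern, since 10.2 barcodes with both sets of markers stood against each with B cell markers alone before these limits (990 and 97). By that measure the steady state stood at 1.19 and day 1 at 0.334, a smaller contrast of day 5 with the steady state. T and NK cells ran the same way, with 4.81 mixed cells per cell alone at day 5 and 0.342 at day 1. So did neutrophils, with 0.172 in the steady state, 0.00592 at day 1, 1.46 at day 5 and 0.726 at day 7. These counts leave out sub-cluster 6, which stayed among the monocytes/macrophages and also held neutrophil genes. It had 13 cells in the steady state, 789 at day 1 and 267 at day 5, so the low value of day 1 rests on leaving it out. The rise by day 5 is thus not confined to lymphocytes. Macrophages that bind or engulf other leukocytes in the infarct, or pairs formed when the tissue was digested, may account for it, which stays a hypothesis that no test here can part.

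At day 1, 28.6% of the monocytes/macrophages lay in sub-cluster 6, where neutrophil genes (Retnlg, S100a9, S100a8) led the list of genes, which the paper does not describe. Free RNA fills droplets alike whatever cell they hold, but a monocyte/macrophage of day 1 held 37.2 times the S100a9 UMIs of a B cell. Expression of S100a8 and S100a9 by the monocytes as the only source would leave out Retnlg, a gene of neutrophils, but its ratio to S100a9 over all monocytes/macrophages of day 1 was 0.946 of that in neutrophils, against 0.204 in the steady state. For the cells outside sub-cluster 6, neutrophils in the same droplet and expression by the monocytes themselves cannot be told apart. Without sub-cluster 6 and the highest doublet scores, the median cell still held 2 S100a9 UMIs, close to the 1 of B cells, and the ratio of Retnlg to S100a9 was 0.723 of that in neutrophils, against 0.350 in NK cells, 0.510 in DCs, 0.731 in T cells and 1.37 in B cells. What keeps it open is that free RNA sets a floor under both values, and the ratio lies within the range of these other cells.

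In sub-cluster 10, like Transient-Mφ1, Prg4, which encodes the lubricant lubricin, reached 137 CPM, against 7.71 in the next sub-cluster, and the paper does not discuss this gene. A second cell in the droplet would raise doublet scores and UMIs, but 3.76% of its cells were among the highest 6% of doublet scores and its median cell held 0.776 times the UMIs of its library's. The genes of mesothelial cells, which make Prg4, summed to 0.441 CPM there. Of 13 genes of serous cavity macrophages other than Fabp7, 12 stood highest in this sub-cluster, among them Gata6 (10.6 CPM), Alox15 (62.4) and Cd5l (293). Fcna (195 against 158), Thbd (74.5 against 67.2) and, at a low level, Garnl3 (4.15 against 3.80) led the next sub-cluster narrowly. Cxcl13 was higher in sub-cluster 14 (448 against 51.5). Macrophages of the pericardial cavity, which the sort for CD45 would keep, are therefore a candidate source, as a hypothesis found in and tested on the same cells.

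In sub-cluster 14, Cd207, the gene for the lectin langerin, was at 1778 CPM, against 12.8 in the next highest sub-cluster, and the paper does not discuss it. Of its 170 cells, 168 came from day 7, so it rests on a single library, and no biological or technical explanation was tested.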

How the results depend on the processing

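The alternatives of dropping the highest doublet scores, of named clusters only, of naming neutrophil sub-cluster 4 by its score, of adding the cluster with Ppbp, of adding the mixed cluster to the DCs, of leaving out the sub-cluster with neutrophil genes and of other orders of the cells were tests chosen only after the result was seen. Across all alternatives, 154 of 285 compared shares of cell types, 919 of 1150 shares of subsets, 118 of 135 medians of gene lists, 1016 of 1784 log2 ratios of genes and 17 of 24 pseudotime differences stayed within their limits, which are the counting interval for shares and ratios, 1.5-fold for medians and 10 percent of the ranks for pseudotime. The values of 242, 934, 128, 1748 and 18 lay within 1.5 times the main one, on the log2 scale for ratios and medians. Of those that moved, 91 shares of cell types, 102 of subsets, 16 medians and 569 ratios were higher and 40, 129, 1 and 197 lower, and 2 ratios turned in sign. Without integration, the share of macrophages was 1.66% at day 1 and 79.1% at day 7, Late-Mφ1-like cells were 55.4% at day 7, neutrophils like cluster 2 70.2% at day 3 and DCs like clusters 2, 3 and 4 33.7% at day 5. The pseudotime rank of Late-Mφ1-like cells less that of Transient-Mφ1-like cells turned to 30.9% and that of day 7 less day 1 to −21.8%, and Ifit2 in neutrophils of day 1 turned to a log2 ratio of 2.01. With limits on genes over all libraries together, macrophages were 24.4% at day 1 and 72.2% at day 7, and neutrophils 50.8% at day 1. At a mitochondrial limit of 5%, macrophages were 76.2% at day 7 and neutrophils 58.5% at day 1. Macrophages at days 1 and 7 were 28.0 and 79.0% at a resolution of 0.8, 27.1 and 76.2% with 20 PCs, 24.7 and 75.1% without the highest doublet scores and 27.0 and 87.8% among named clusters only. The last 2 settings gave neutrophils at day 1 of 54.7 and 54.6%, the former gave SS-Mφ-like cells of 75.04% in the steady state and the latter DCs like clusters 2, 3 and 4 of 71.5% at day 5. Of the other orders of the cells, random order 3 gave Late-Mφ1-like cells of 26.5% at day 7 and random order 4 neutrophils like cluster 2 of 55.4% at day 3, and the SS-Mφ-like share in the steady state and that of DCs like clusters 2, 3 and 4 at day 5 stayed within their intervals in all of them. Names of smaller groups depended on the order. With listed genes kept, Late-Mφ1-like cells were 24.3% at day 7. The log2 ratio of Trem2 at day 7 was 3.54 with size factors and 3.20 with the mean of CPM per cell, where Ifit2 in neutrophils of day 1 turned to 0.47. With 15 PCs, the pseudotime rank of IFN-Mφ-like cells less that of Ly6c2 hi monocyte-like cells turned to −11.2%. The share of macrophages with a Trem2 UMI moved at all 10 comparisons of depth, higher with no thinning and lower at 1000 UMIs, by construction. For the other changes the cause was not tested. No value without integration exists for the SS-Mφ-like sum or for neutrophil cluster 1 in the steady state, since no sub-cluster took the name of SS-Mφ2 or of that cluster. Depth limits the ratios of neutrophils most, whose steady-state library holds few of these cells. Dropping the cells that Scrublet calls was not run, since its threshold called almost none.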

Differences from the paper's values

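The alternatives that name neutrophil sub-cluster 4 by its score, that add the mixed cluster to the DCs and that put the cells in other orders are the tests in this part chosen after the result was seen.

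The paper counts 632 Ly6c2 hi monocytes, against 3002 like-named cells here. Of the alternatives set before the data were examined, keeping the listed genes in the clustering (939) and a resolution of 0.8 (882) fall within 1.5-fold of the paper's value, and no integration (2101) does not. Of the other orders of the cells, chosen after seeing the values, random orders 3 and 5 (902 and 887 cells) fall within 1.5-fold too and drop 0 of the names taken here. The paper's count of neutrophil cluster 3 is 844, against 189, and the value without integration (918) lies within 1.5-fold of it, while that with listed genes kept (189) does not. Sorted by name and in random order 2, both chosen after seeing the values, the cells of this name number 974 and 919, within 1.5-fold, and these orders drop 1 of the paper's 5 clusters, cluster 1. For DC cluster 2 the paper's 507 stands against 833 and for DC cluster 3 the paper's 377 against 55. Without integration they were 378 and 433, within 1.5-fold of the paper's, and with listed genes kept 824 and 53, which are not.

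The paper's share of neutrophil cluster 1 in the steady state is 31.9%, against 4.85%, and 1.76% with listed genes kept, an alternative that does not reach it. The paper's shares of cluster 3 are 63.7% in the steady state, 11.9% at day 1 and 36.0% at day 7, against 0, 4.31 and 0%. With listed genes kept they were 0, 4.31 and 0%, none within 1.5-fold. Without integration they were 2.64, 16.5 and 28.7%, and the last 2 lie within 1.5-fold of the paper's values. These values rest on the rule that leaves a sub-cluster with few UMIs for its library and no listed gene in the lead unnamed. It left out sub-cluster 4, although its median of 2454 UMIs lies near that of other neutrophils and is low only against whole libraries. Naming it by its score, which was chosen after seeing the values, gives 93.0, 4.33 and 35.7% and reaches the paper's value at day 7 and, within 1.5-fold, in the steady state.

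The paper has Early-Mφ, Late-Mφ2, SS-Mφ3 and DC cluster 1 cells, and no sub-cluster took these names here. For SS-Mφ3, which the paper describes by the genes of the other SS-Mφ cells, no list of its own was set. The Late-Mφ2 list led in no sub-cluster at any setting. Sub-clusters 6 and 15 ranked highest for the Early-Mφ genes and DC sub-cluster 2 for those of DC cluster 1, but were left unnamed by the rules for leading genes. Early-Mφ-like cells were named with listed genes kept (42.5% at day 1) and at a resolution of 0.8 (32.1%), and cells like DC cluster 1 with listed genes kept (45.7% at day 5) and without integration (60.3%). In all other orders of the cells, chosen after seeing the values, the name of DC cluster 1 was taken as well (41.7 to 47.0% at day 5), dropping 0 of the other DC names. The numbers of sub-clusters were 15, 9 and 7 for monocytes/macrophages, neutrophils and DCs, where the paper has 16, 5 and 6. The paper names mast cells and several clusters with interferon genes among macrophages, and here a single IFN-Mφ-like sub-cluster and no mast cell cluster were found. With limits on genes over all libraries together, set before the data were examined, a mast cell cluster of 32 cells led by Cma1 and Cpa3 was found.

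The paper states that the share of Ly6c2 low monocytes hardly changed after MI, and here it went from 4.67% in the steady state to 0.406% at day 5. It states the same of IFN-Mφ cells, which here went from 3.20% to 7.73% at day 3. The paper has SS-Mφ2 cells return from day 3, and here their share at day 3 (4.88%) did not differ from day 1 (4.53%) beyond the counting interval. The paper gives the higher Trem2 to Late-Mφ2 cells, for which there is no group here. Over all libraries Late-Mφ1-like cells held the most (1246 CPM), but within day 7 Transient-Mφ2-like cells held more (1612 against 1493).

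The paper orders pseudotime from Transient-Mφ to Late-Mφ cells. Here Transient-Mφ2-like cells (50.3%) came before Late-Mφ1-like cells (68.4%) in median rank and Transient-Mφ3-like cells (90.2%) after them. The paper has IFN-Mφ and Transient-Mφ1 cells leave early. IFN-Mφ-like cells ranked at 25.7% here and at 43.4% without integration, while Transient-Mφ1-like cells ranked at 95.7%, and at 33.4% without integration.

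The paper has DCs most frequent at days 3 and 5, and here they were 4.21% at day 3, 3.52% at day 5 and 3.99% at day 7, with overlapping intervals. These shares leave out the cluster with both macrophage and DC genes. With it, an alternative chosen after seeing the values, they were 7.56%, 6.35% and 6.03%, against 3.66% at day 1, with day 3 above day 7 and the intervals of days 5 and 7 overlapping. Of the alternatives set before, a resolution of 0.8 gave 3.53% at day 1, 6.46% at day 3, 6.21% at day 5 and 5.52% at day 7, where the intervals of the last 3 overlapped in part. The paper gives Tgfbi and Ccr2 to DC cluster 2, and more Cd209a, H2-DMa and H2-Aa to cluster 3. Tgfbi (879.5 CPM in cluster 2-like and 154 in cluster 3-like cells) and H2-DMa (694 and 844) ran that way. Cd209a did not differ beyond its interval, and H2-Aa (7302 and 1034) and Ccr2 (757 and 909.9) ran the other way. The paper gives S100a9, Lcn2 and Fpr1 to neutrophil cluster 1. Here cluster 3-like cells held more S100a9 (95922 CPM against 45346) and Lcn2 (4758 against 1839) than cluster 1-like cells, and Fpr1 did not differ beyond its interval. The paper has neutrophil cluster 4 peak at day 1, and here its share at day 5 was 20.7%, with an interval that holds the share of day 1. Without integration the peak was at day 1, at 17.9%, and no such cells were found at days 5 and 7.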

Other observations

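Sub-cluster 9, whose cells replicate DNA, held the osteoclast genes Ctsk, a collagen-cutting protease, at 278 CPM and Acp5, the phosphatase of bone-resorbing cells, at 332, against 8.18 and 76.0 in the dividing cells of sub-cluster 8. Only 10.7% of the cells of sub-cluster 9 held a Ctsk UMI, so few cells carry its level, and with limits on genes over all libraries together 71 cells led by Ctsk and Acp5 formed a cluster apart from the one led by Mcm genes. Sub-cluster 14 of day 7 held, beside Cd207, the complement receptor Vsig4 at 1235 CPM and the B cell attractant Cxcl13 at 448. Sub-cluster 15, of 125 cells, held Acp5 at 335 CPM, and its levels of fibronectin Fn1 (5102) and osteopontin Spp1 (9782) came next to the highest of all sub-clusters. These genes and sub-clusters were chosen after their values were seen.

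Genes that the paper measures by qRT-PCR in sorted macrophages with Ccr2 at day 1 and with Trem2 at day 5 (Fig. 5) have values in these monocytes/macrophages as a whole too, for which the paper makes no claim. Of 10 measured, 7 were higher and 3 lower at day 1 than in the steady state (median log2 ratio 2.76), and 4 were higher at day 7 (0.82). Il6, an inflammatory cytokine, rose at day 1 (4.97, interval 4.78 to 5.16), as did Il1b (3.54) and the monocyte attractant Ccl2 (1.98). Cxcr3, a chemokine receptor, was lower at day 1 (−2.17) and higher at day 7 (2.78), and the scavenging chemokine receptor Ackr3 was higher at day 7 (5.19). The anti-inflammatory cytokine Il10 was lower at day 1 (−1.40), as was the fractalkine receptor Cx3cr1 (−3.80).

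Genes that respond to the digestion of tissue were lower after MI than in the steady state, with 8 of 14 lower at day 1 (median log2 ratio −1.26), 8 at day 3, 9 at day 5 and 5 at day 7 (−0.58), and none higher. Genes of serous cavity macrophages were higher in 5 of 8 at day 1 (median 2.44) and 5 at day 7 (1.93), such as Prg4 (3.66) and Fabp7 (6.70). The genes of neutrophil ageing and activation were higher in 11 of 16 in the monocytes/macrophages of day 1, and in 9 of 15 without sub-cluster 6. Of the genes of the unfolded protein response, 3 of 12 were higher at day 1, with Manf (1.30) and Hyou1 (1.50), and Ddit3 and Herpud1 were lower.

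Among genes outside the paper's lists, Syngr1, a vesicle protein, was higher at day 5 (7.02) and day 7 (6.95), and the lectin Clec4d at day 7 (3.40). Podoplanin, Pdpn, rose at day 3 (7.22) and the protease Adam8 at days 3 and 5 (5.37 and 5.20). The adhesion molecule Vcam1 fell at day 3 (−4.02) and at day 7 (−2.43). In neutrophils of day 1 the coagulation genes F3, tissue factor (5.93, interval 4.03 to 11.82), and F10 (5.52, interval 4.19 to 8.02) were higher, as was the cytokine Il23a (5.50).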
